# KLF4-SQSTM1/p62-associated prosurvival autophagy contributes to carfilzomib resistance in multiple myeloma models

**DOI:** 10.18632/oncotarget.4530

**Published:** 2015-06-19

**Authors:** Irene Riz, Teresa S. Hawley, Robert G. Hawley

**Keywords:** multiple myeloma, proteasome inhibitor, carfilzomib, autophagy, KLF4

## Abstract

Multiple myeloma (MM) is an incurable clonal plasma cell malignancy. Because of a high rate of immunoglobulin synthesis, the endoplasmic reticulum of MM cells is subjected to elevated basal levels of stress. Consequently, proteasome inhibitors, which exacerbate this stress by inhibiting ubiquitin-proteasome-mediated protein degradation, are an important new class of chemotherapeutic agents being used to combat this disease. However, MM cells still develop resistance to proteasome inhibitors such as carfilzomib. Toward this end, we have established carfilzomib-resistant derivatives of MM cell lines. We found that resistance to carfilzomib was associated with elevated levels of prosurvival autophagy, and Kruppel-like factor 4 (*KLF4*) was identified as a contributing factor. Expression levels as well as nuclear localization of KLF4 protein were elevated in MM cells with acquired carfilzomib resistance. Chromatin immunoprecipitations indicated that endogenous KLF4 bound to the promoter regions of the *SQSTM1* gene encoding the ubiquitin-binding adaptor protein sequestosome/p62 that links the proteasomal and autophagic protein degradation pathways. Ectopic expression of *KLF4* induced upregulation of *SQSTM1*. On the other hand, inhibitors of autophagy sensitized MM cells to carfilzomib, even in carfilzomib-resistant derivatives having increased expression of the multidrug resistance protein P-glycoprotein. Thus, we report here a novel function for KLF4, one of the Yamanaka reprogramming factors, as being a contributor to autophagy gene expression which moderates preclinical proteasome inhibitor efficacy in MM.

## INTRODUCTION

Multiple myeloma (MM), the second most common hematologic malignancy in the United States, is characterized by the accumulation of clonal plasma cells in the bone marrow [1]. Although MM patients initially respond to therapy, they inevitably relapse due to the development of treatment resistance [2]. The introduction of the proteasome inhibitor bortezomib has improved clinical outcome of MM patients [3]. However, MM cells acquire resistance to bortezomib by diverse mechanisms [4-8]. Carfilzomib is a second generation proteasome inhibitor that was approved in 2012 by the U.S. Food and Drug Administration for the treatment of relapsed/refractory MM patients who have received at least two prior therapies including bortezomib and an immunomodulatory drug [9]. While encouraging, the overall response rates to carfilzomib monotherapy in pivotal phase II studies were <25% (17.1% in the PX-171-004 study and 23.7% in the PX-171-003-A1 study, respectively) [10, 11], indicating that the majority of the MM cells that became resistant to bortezomib also exhibited resistance to carfilzomib. Thus, it is important to elucidate the underlying mechanisms of proteasome inhibitor resistance in MM and identify novel agents that will enhance therapeutic efficacy of this class of anti-MM drugs.

MM exhibits considerable genetic heterogeneity, with particular cytogenetic abnormalities such as the t(4;14) chromosomal translocation consistently associated with poor outcome [12]. In previous work, we identified upregulated expression of the *ABCB1*-encoded P-glycoprotein multidrug resistance efflux pump in t(4;14)-positive KMS-34 MM cells following short-term exposure to carfilzomib [13]. To gain further insight into the various mechanisms of carfilzomib resistance, we subjected another t(4;14)-positive MM cell line, KMS-11, together with KMS-34 to long-term selection in increasingly higher concentrations of the drug, deriving carfilzomib-resistant KMS-11/Cfz and KMS-34/Cfz cells, respectively. Of note, overexpression of *ABCB1* was not observed in KMS-11/Cfz cells. Gene set enrichment analysis (GSEA) [14] of microarray gene expression profiling data implicated increased expression of the pluripotency reprogramming factor Kruppel-like factor 4 (*KLF4*) [15] as contributing to carfilzomib resistance in both cases.

Depending on the type of cancer and genetic context, *KLF4* can act as either a tumor suppressor or an oncogene [16]. Notably, high levels of *KLF4* expression often occur in MM patients carrying the t(4;14) translocation [17, 18]. Moreover, it was previously reported that exogenous expression of *KLF4* partially protected some MM cell lines from cytotoxicity induced by the alkylating agent melphalan, and the partial protection was attributed to a proliferation block [19]. In the current study, we found that acquisition of carfilzomib resistance in both t(4;14)-positive MM cell line models was associated with reduced cell proliferation, decreased plasma cell maturation, and activation of prosurvival autophagy. Specifically, we show that KLF4 plays a role in prosurvival autophagy by binding to the promoter regions and increasing the expression of *SQSTM1* encoding the ubiquitin-binding adaptor protein sequestosome (SQSTM1/p62) that links the proteasomal and selective autophagic protein degradation pathways [20, 21]. Furthermore, resensitization of KMS-11/Cfz and KMS-34/Cfz cells to carfilzomib could be achieved by cotreatment with the autophagy inhibitor chloroquine [22].

## RESULTS

### KLF4 contributes to molecular phenotype of carfilzomib-resistant MM cells

KMS-11 and KMS-34 cells were exposed to stepwise increasing concentrations of carfilzomib over a period of 18 weeks: cells adapted to growth in 4 nM carfilzomib by 4 weeks, in 6 nM in another 6 weeks and in 12 nM after a further 8 weeks, albeit proliferating slower than parental cells not exposed to the drug. The resulting MM cell cultures, denoted KMS-11/Cfz and KMS-34/Cfz, respectively, retained resistance to carfilzomib even when tested after removal of selective pressure for approximately 8 weeks. In the current study, KMS-11/Cfz and KMS-34/Cfz cells were profiled for gene expression after 1 week of growth in the absence of carfilzomib together with parental KMS-11 and KMS-34 cells which had not been selected in the drug.

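Carfilzomib blocks the proteasome, the protease complex that clears ubiquitin-tagged proteins and on which antibody-secreting myeloma cells depend. KMS-11 and KMS-34 are human multiple myeloma lines, and KMS-11/Cfz and KMS-34/Cfz are their derivatives that grow in 12 nM of the drug. RNA from 12 samples, 3 replicates of each of these 4 cell cultures, was measured on Affymetrix human genome arrays. The authors normalized the signals with RMA on the log2 scale, and each probe set was then centred, so that the values, from -7.75 to 8.64, carry differences between arrays but no expression level. All 54613 probe sets were tested with limma in 1 fit with a mean for each of the 4 groups, and p-values were adjusted over all probe sets by the Benjamini-Hochberg method. For single genes, the 41091 probe sets that name 1 gene were averaged into 19775 genes and tested the same way. A gene is said to have risen or fallen where its adjusted p was under 0.05, and its change is the log2 fold change of the resistant over the parental cells of 1 line. Lists of genes were tested with limma's camera, once with a preset correlation of 0.01 between genes and once with a correlation estimated from the arrays, and were ranked with GSEA over the 6 resistant and 6 parental arrays. Over all probe sets, Pearson's r of the centred values was 0.759 to 0.949 between arrays of the same group and 0.711 to 0.904 between resistant and parental arrays of 1 line. With simulated changes, 60% of those of 0.5 and 99% of those of 1 on the log2 scale were recovered in KMS-11, so that the number of arrays limits what can be detected among small changes. Nothing states whether the replicates were separate cultures, so the p-values measure only the spread between these arrays. Cyclic loess scaling, an alternative named below, fits differences between arrays against their average, which for centred values is no expression level. A call that ended under it can therefore not be told apart from an effect of the centring.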

We employed GSEA to query gene sets in the Molecular Signature Database (MSigDB) to uncover processes or pathways shared between KMS-11/Cfz and KMS-34/Cfz cells that potentially contributed to carfilzomib resistance [14]. We first applied GSEA to examine gene sets from the canonical pathways (C2:CP) collection of MSigDB (1,330 gene sets). 

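The proteasome consists of a catalytic core, which cuts proteins, and regulatory caps, which recognise ubiquitin and unfold the substrate. When its activity is blocked, cells can raise the transcription of all its subunits together, and the subunit genes were tested as a group. In KMS-11/Cfz cells, several subunit genes rose. Of 44 genes of the core, the caps and their assembly factors, 40 were analysed here. Their median log2 fold change was 0.21 in KMS-11/Cfz, where 13 rose and 0 fell (23 and 1 when adjusted over the list alone). Camera gave an adjusted p = 1.2e-16 for this shift, and an adjusted p = 0.12 with an estimated correlation. The largest rises past the threshold there were those of PSMC2, an ATPase of the cap, at 0.53 (standard error 0.06, adjusted p = 4.0e-04), PSMB6, a catalytic subunit of the core, at 0.37 (standard error 0.06, adjusted p = 0.004), and the scaffold subunits PSMD1, at 0.36 (adjusted p = 0.0073), and PSMD11, at 0.34 (adjusted p = 0.016). In each of these genes, all 3 resistant arrays lay above all 3 parental arrays. KMS-34/Cfz showed a smaller and mixed pattern, with a median of 0.06, where 3 rose and 2 fell (5 and 2 when adjusted over the list alone), and camera gave an adjusted p = 0.11 (adjusted p = 0.82 with an estimated correlation). There PSME4, a proteasome activator, rose by 0.40 (standard error 0.08, adjusted p = 0.0074) and PSMD10 by 0.26 (adjusted p = 0.011), while the core subunit PSMB4 changed by -0.27 (adjusted p = 0.022). PSMD2, a cap subunit, rose in KMS-11/Cfz, at 0.30 (adjusted p = 0.0078), and fell in KMS-34/Cfz, at -0.23 (adjusted p = 0.015). The median difference of the list between the lines, KMS-34 minus KMS-11, was -0.16 (adjusted p = 1.2e-04 from camera and 0.52 with an estimated correlation). Over both lines together, the list had a normalized enrichment score of 2.41 (adjusted p = 8.0e-04 from GSEA, which permutes genes and takes no account of their correlation, and adjusted p = 0.2 from camera with an estimated correlation), with 22 of the 40 genes in its leading edge. Ranked by signal-to-noise ratio over both lines, PSMC4, an ATPase of the cap, stood first of the list, at place 40 of 19775 genes, and PSMB5, the catalytic subunit that carfilzomib binds, stood next, at place 41. Leaving out 1 array at a time, the list also passed the threshold in KMS-34/Cfz without KMS-34/Cfz replicate 1 (adjusted p = 0.0036) or without KMS-34 replicate 2 (adjusted p = 0.036), and it did so with array weights (adjusted p = 0.028). The calls of single genes ended for PSMD11 in KMS-11/Cfz without any 1 of the KMS-11/Cfz arrays or without KMS-11 replicate 1 or 3 (adjusted p = 0.051 to 0.087), for PSMD2 in KMS-11/Cfz without KMS-11/Cfz replicate 1 (adjusted p = 0.052), for PSMD2 and PSMD10 in KMS-34/Cfz without KMS-34/Cfz replicate 2 (adjusted p = 0.0502 and 0.054), and for PSMB4 in KMS-34/Cfz without KMS-34/Cfz replicate 2 or KMS-34 replicate 2 or 3 (adjusted p = 0.054 to 0.071). When the arrays of KMS-34 and KMS-34/Cfz were fitted alone, PSME4, PSMD10, PSMB4 and PSMD2 fell short of the threshold in KMS-34/Cfz (adjusted p = 0.055, 0.12, 0.16 and 0.17). Calls also ended when each gene was read from its probe set of largest variance, for PSMD11 in KMS-11/Cfz (adjusted p = 0.088) and for PSMB4 and PSMD2 in KMS-34/Cfz (adjusted p = 0.064 and 0.0502). With KMS-34/Cfz replicate 1, KMS-34 replicate 1 and KMS-11 replicate 3 left out together, the list passed in KMS-34/Cfz (adjusted p = 0.0092), and PSMB4 and PSMD2 fell short there (adjusted p = 0.073 and 0.062).

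**Figure D1:**
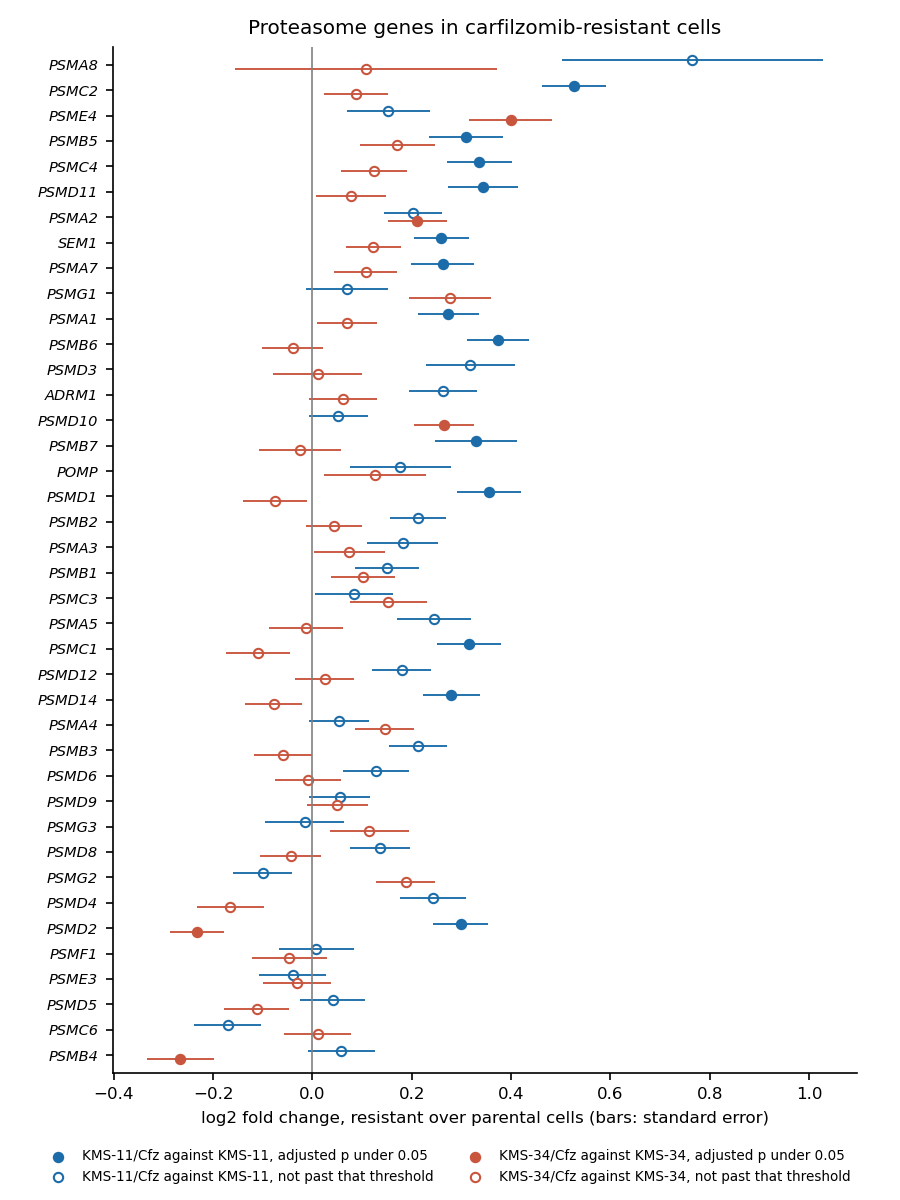
Log2 fold change of 40 proteasome genes in KMS-11/Cfz and KMS-34/Cfz over their parental cells, with standard errors (3 arrays per group) and filled points where the adjusted p was under 0.05. Points of KMS-11/Cfz lie mostly to the right of 0, with a median of 0.21, and those of KMS-34/Cfz lie on both sides, with a median of 0.06.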

The most significantly enriched set of upregulated genes in the carfilzomib-resistant derivatives was the proteasome pathway (Kegg: hsa03050), with *PSMB5* encoding the β5 proteasome subunit targeted by carfilzomib as the top-ranked gene (normalized enrichment score, NES = 2.62, false discovery rate, FDR < 0.001; Figure S1A) [23]. The strength of the GSEA method is its utility in identifying modest changes in expression of groups of genes distributed across entire networks or pathways [14]. Real-time reverse transcription polymerase chain reaction (qRT-PCR) analysis validated the microarray expression data that *PSMB5* mRNA levels were only slightly increased (Table 1). Likewise, no marked increase was observed in mRNA for the immunoproteasome β5i/LMP7 subunit (encoded by *PSMB8*) that is also specifically targeted by carfilzomib [23]. 

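PSMB5 encodes the β5 subunit, which carries the chymotrypsin-like site of the constitutive proteasome and is the main target of carfilzomib. On the arrays, the change of PSMB5 was small in both lines. Its values come from 1 probe set. Its mRNA rose 1.24-fold in KMS-11/Cfz, a log2 fold change of 0.31 (standard error 0.08, adjusted p = 0.039), and all 3 resistant arrays lay above all 3 parental arrays. In KMS-34/Cfz the ratio was 1.13, a log2 fold change of 0.17 (standard error 0.08, adjusted p = 0.2), again with all 3 resistant arrays above the parental ones. The change did not differ between the lines by the interaction test (difference -0.14 (adjusted p = 0.57)), and the mean of the changes over both lines was 0.24 (adjusted p = 0.014). The call for PSMB5 in KMS-11/Cfz ended when any 1 of the 6 arrays of KMS-11 and KMS-11/Cfz or KMS-34/Cfz replicate 2 was left out (adjusted p = 0.057 to 0.17), and when array medians were aligned or the replicate number was a block (adjusted p = 0.053 and 0.061). It also ended with the largest-variance probe set of every gene in the fit (adjusted p = 0.076) and without KMS-34/Cfz replicate 1, KMS-34 replicate 1 and KMS-11 replicate 3 together (adjusted p = 0.056).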

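In lymphoid cells, interferon-inducible subunits replace the catalytic subunits of the core and form the immunoproteasome. PSMB8 encodes its β5i subunit, which carfilzomib also blocks, and PSMB10 encodes another of its catalytic subunits. The mRNA of PSMB8 moved differently in the lines. PSMB8 had a log2 fold change of -0.13 (standard error 0.07, adjusted p = 0.43) in KMS-11/Cfz, with all 3 resistant arrays below the parental ones. In KMS-34/Cfz it rose by 0.27 (standard error 0.07, adjusted p = 0.016), a 1.21-fold change, with all 3 resistant arrays above the parental ones, and the changes in the lines differed by 0.40 (adjusted p = 0.019). PSMB10 rose by 0.39 (standard error 0.07, adjusted p = 0.003) in KMS-34/Cfz and had a value of 0.13 (adjusted p = 0.49) in KMS-11/Cfz, a difference between the lines of 0.26 (adjusted p = 0.16). Of 5 immunoproteasome genes, 4 were analysed here, and in KMS-34/Cfz 2 rose and 0 fell (3 and 0 when adjusted over the list alone), with a median of 0.23 (adjusted p = 0.015 from camera, adjusted p = 0.31 with an estimated correlation). In KMS-11/Cfz 0 rose and 0 fell (0 and 0 when adjusted over the list alone), with a median of -0.09 (adjusted p = 0.42). The call for PSMB8 in KMS-34/Cfz ended without KMS-34/Cfz replicate 2 or 3 or KMS-34 replicate 1 (adjusted p = 0.052 to 0.07) and with the line fitted alone (adjusted p = 0.12), and the call for the list ended without KMS-34/Cfz replicate 3 (adjusted p = 0.056).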

Based on prior findings that bortezomib-resistant cell lines with 2- to 4-fold increased *PSMB5* mRNA levels retained sensitivity to carfilzomib [24], these results suggested that additional mechanisms may contribute to carfilzomib resistance in KMS-11/Cfz and KMS-34/Cfz cells.

**Table 1:** Gene expression changes associated with acquisition of carfilzomib resistance (KMS-11/Cfz and KMS-34/Cfz) and KLF4 overexpression (KMS-11/KLF4) in MM cells

Gene	Fold Change		
	KMS-11/Cfz	KMS-34/Cfz	KMS-11/KLF4
CCND1	0.06	0.17	1.12
CYP1A1	3.02	2.77	2.17
GLIPR1	1.19	1.22	0.70
HGF	0.76	0.45	0.65
HOXB7	1.33	1.69	1.38
ID1	3.61	2.29	1.63
IFIT3	1.25	1.87	0.73
IGF1	0.69	0.93	1.07
MAPT	1.21	0.94	1.13
NQO1	1.85	1.25	1.21
NQO2	1.09	1.05	0.75
P4HA2	0.70	0.67	0.68
PSMB5	1.09	1.11	0.83
SLAMF7	0.12	0.53	0.59
TLR4	1.43	3.56	1.13

Shown are fold changes relative to corresponding parental cells (mean values of three qRT-PCR experiments).

It was recently demonstrated that MM cells can acquire resistance to bortezomib via de-commitment to plasma cell differentiation [7]. Notably, among 1,910 gene sets in the immunologic signatures (C7) collection, three of those that were highly scored reflected a partial reversal of plasma cell maturation in the carfilzomib-resistant MM derivatives. 

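Plasma cells devote themselves to making and secreting antibody, and they switch off much of the program of the B cells from which they arise. Genes of secretion and of the plasma cell surface therefore mark the mature state, while antigen presentation and B cell receptor signalling mark the earlier one. In both resistant derivatives several plasma cell genes fell, whereas the B cell list had no common direction. Of 20 plasma cell genes, all of them analysed, 1 rose and 7 fell (2 and 8 when adjusted over the list alone) in KMS-11/Cfz, with a median of -0.09 (adjusted p = 3.0e-06 from camera, adjusted p = 0.038 with an estimated correlation). In KMS-34/Cfz 1 rose and 6 fell (2 and 7 when adjusted over the list alone), with a median of -0.04 (adjusted p = 0.043, and adjusted p = 0.31 with an estimated correlation). GPRC5D, a receptor of the plasma cell surface, fell in both lines, with log2 fold changes of -0.69 (standard error 0.09, adjusted p = 7.1e-04) in KMS-11/Cfz and -0.50 (standard error 0.09, adjusted p = 0.0034) in KMS-34/Cfz. TENT5C, a poly(A) polymerase that stabilises secretory mRNAs, also fell in both, at -0.43 (adjusted p = 0.0015) and -0.65 (adjusted p = 2.5e-05). For both genes all 3 resistant arrays of each line lay below the parental ones. FKBP11, a chaperone of the secretory pathway, fell by 0.78 on the log2 scale in KMS-11/Cfz (adjusted p = 7.7e-06) and changed by -0.24 (adjusted p = 0.02) in KMS-34/Cfz. MZB1, which helps to assemble antibody, fell only in KMS-11/Cfz, at -0.50 (adjusted p = 3.2e-04) against 0.04 (adjusted p = 0.79) in KMS-34/Cfz (difference 0.54 (adjusted p = 0.0018)), and JCHAIN, the joining chain of secreted antibody, rose in KMS-34/Cfz, at 0.71 (adjusted p = 0.0037). Of 30 B cell genes analysed here, 0 rose and 2 fell (1 and 2 when adjusted over the list alone) in KMS-11/Cfz and 4 rose and 1 fell (5 and 1 when adjusted over the list alone) in KMS-34/Cfz (adjusted p = 0.89 and 0.5 from camera). HLA-DRA, a chain of the class II antigen-presenting molecule, rose in KMS-34/Cfz (0.62 (adjusted p = 6.9e-05)), as did BACH2, a repressor of plasma cell differentiation (0.72 (adjusted p = 9.7e-05)). BANK1, an adaptor of B cell receptor signalling, fell there (-1.03 (adjusted p = 3.7e-05)), and HLA-DPB1, another class II chain, fell in KMS-11/Cfz (-0.62 (adjusted p = 6.1e-04)). In the GSEA over both lines, plasma cell genes scored -1.54 (adjusted p = 0.062, and adjusted p = 0.056 from camera with an estimated correlation) and B cell genes 1.08 (adjusted p = 0.47). The study chose the heat-map genes of Fig. 1 on these samples, so they are not independent evidence. Of the Fig. 1A genes, 16 of 19 were analysed here, and in KMS-11/Cfz 1 rose and 0 fell, and in KMS-34/Cfz 8 rose and 1 fell. Of 16 genes of Fig. 1B analysed here, 2 rose in KMS-11/Cfz and 7 in KMS-34/Cfz, and of 20 in Fig. 1C, 3 and 11 rose, and 0 fell in either panel. ALOX5AP, which supplies the leukotriene pathway, showed the largest of these rises after SLC7A7, at 1.21 (standard error 0.11, adjusted p = 1.6e-05) in KMS-34/Cfz against 0.41 (adjusted p = 0.062) in KMS-11/Cfz, where it passed the threshold without KMS-34/Cfz replicate 1 or 3 (adjusted p = 0.0037 to 0.012) and with cyclic loess scaling, array weights or a fit of the line alone (adjusted p = 0.0011 to 0.0059). The GSEA score of the plasma cell list passed the threshold without any 1 of the KMS-34/Cfz or KMS-11 arrays (adjusted p = 0.012 to 0.039) and when genes were ranked by the moderated t (adjusted p = 7.8e-04). The signal-to-noise ranking has no cell line term, so leaving out 1 array also brings the difference between the lines into it. These omissions therefore cannot show whether the score rests on single arrays. The call for the plasma cell list in KMS-34/Cfz ended without KMS-34/Cfz replicate 1 or 3, KMS-34 replicate 1 or 2 or KMS-11 replicate 1 or 3 (adjusted p = 0.052 to 0.11), and with the replicate number as a block, array weights or the line fitted alone (adjusted p = 0.055, 0.21 and 0.076 in that order). Leaving out KMS-34/Cfz replicate 1, KMS-34 replicate 1 and KMS-11 replicate 3 together ended it too (adjusted p = 0.16), and FKBP11 then fell short in KMS-34/Cfz and ALOX5AP passed in KMS-11/Cfz (adjusted p = 0.092 and 0.023). Under cyclic loess scaling the calls for TENT5C in KMS-11/Cfz (adjusted p = 0.7) and JCHAIN in KMS-34/Cfz (adjusted p = 0.86) ended, and that for FKBP11 in KMS-34/Cfz ended without KMS-34 replicate 1 or 2 (adjusted p = 0.064 to 0.065) and with the line fitted alone or its largest-variance probe set (adjusted p = 0.17 and 0.17).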

The most significantly enriched gene set in KMS-11/Cfz and KMS-34/Cfz cells corresponded to genes with increased expression in IgM-memory B cells versus plasma cells (NES = 1.75, FDR = 0.005; Figure 1A). A set containing genes more highly expressed in naive B cells than in plasma cells (NES = 1.49, FDR = 0.06; Figure 1B) and one containing genes with higher levels of expression in Ig isotype-switched memory B cells relative to plasma cells (NES = 1.46, FDR = 0.06; Figure 1C) were also significantly enriched. 

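KLF4 is a zinc-finger transcription factor that is best known for its part in reprogramming cells to pluripotency and that restrains the growth of B cells. B cells at rest carry more of its mRNA than plasma cells do. KLF4 mRNA was higher in both resistant derivatives than in their parental cells. In KMS-11/Cfz it rose 1.47-fold, a log2 fold change of 0.55 (standard error 0.07, adjusted p = 8.8e-04). Relative to the mean of the parental arrays, the 3 resistant arrays stood at 0.57, 0.53 and 0.56 on the log2 scale. In KMS-34/Cfz it rose 1.23-fold, a log2 fold change of 0.30 (standard error 0.07, adjusted p = 0.019), with arrays at 0.13, 0.40 and 0.38. In both lines all 3 resistant arrays lay above all 3 parental arrays, and within 1 line chance separates 3 arrays from 3, in either direction, in 10% of cases. The difference between the lines was -0.25 (adjusted p = 0.21) by the interaction test. These values are the mean of 2 probe sets, of which the more responsive rose by 0.73 (adjusted p = 7.3e-04) in KMS-11/Cfz and 0.42 (adjusted p = 0.012) in KMS-34/Cfz, while the other had log2 fold changes of 0.38 (adjusted p = 0.14) and 0.18 (adjusted p = 0.45). Among 19775 genes ranked by signal-to-noise ratio over both lines, KLF4 stood at place 225. The call for KLF4 in KMS-34/Cfz ended when KMS-34/Cfz replicate 2 or 3 or KMS-34 replicate 1 or 3 was left out (log2 fold change 0.26 to 0.29, adjusted p = 0.06 to 0.091), and when the arrays of KMS-34 and KMS-34/Cfz were fitted alone (adjusted p = 0.14).

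**Figure D2:**
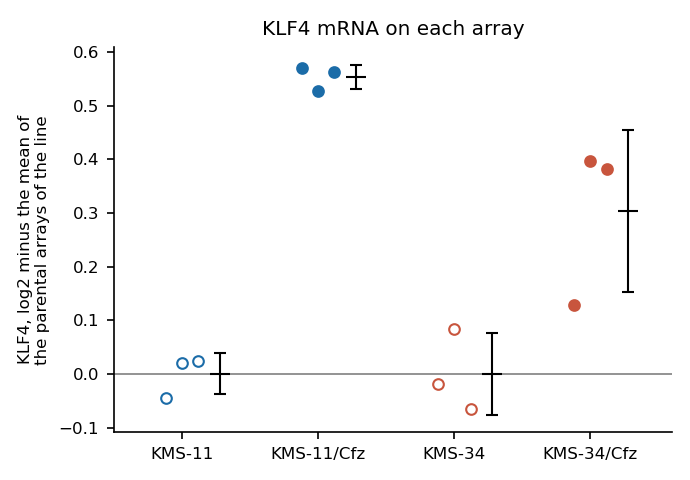
KLF4 mRNA on each of the 12 arrays, in log2 units relative to the mean of the 3 parental arrays of the same line, with the mean and SD of each group as bars. The arrays of KMS-11/Cfz lie from 0.53 to 0.57 and those of KMS-34/Cfz from 0.13 to 0.40.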

We observed that *KLF4* was included within the leading edge subset of upregulated genes in all three gene sets, in line with its higher expression in naive and memory B cells than in plasma cells [25-27]. Furthermore, using GeneSpring analysis software, we found overrepresentation of KLF4 target genes previously characterized by genome-wide chromatin immunoprecipitation (ChIP) in embryonic stem cells by Orkin and colleagues [28] among the differentially expressed genes in KMS-11/Cfz (89 out of 887 genes, fold change, FC ≥ 1.4; *P* = 2.02 × 10^−3^) and KMS-34/Cfz (92 out of 888 genes, FC ≥ 1.5; *P* = 6.47 × 10^−4^) (Table S1), suggesting that upregulation of *KLF4* may contribute to carfilzomib resistance.

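The resistant derivatives differed from their parental cells in sets of genes that overlapped in part. At an adjusted p under 0.05, 955 probe sets changed in KMS-11/Cfz, of which 398 rose and 557 fell, and 3849 changed in KMS-34/Cfz, of which 2114 rose and 1735 fell. These counts depend on the arrays and the scaling: KMS-11/Cfz had 471 to 574 without any 1 of the 6 arrays of its line (179 to 217 rises and 280 to 360 falls) and 1447 without KMS-34/Cfz replicate 1 (633 and 814). In KMS-34/Cfz, rises and falls numbered 3380 and 1702 without KMS-34/Cfz replicate 1, 1243 and 1165 (2408 in all) without replicate 2, and 1389 and 1835 without replicate 3. Without KMS-34 replicate 1, 2 or 3 they numbered 1409 and 1514, 2012 and 1057, and 1384 and 1269, so that falls outnumbered rises without KMS-34/Cfz replicate 3 or KMS-34 replicate 1. Cyclic loess scaling turned the balance in KMS-11/Cfz to 673 rises and 386 falls and that in KMS-34/Cfz to 1813 and 2011, each line fitted alone gave 1666 in KMS-11/Cfz and 1293 in KMS-34/Cfz, and array weights gave 2905 and 9533. The order of the lines turned when each was fitted alone, so these counts do not show which derivative changed more. With no test, 687 probe sets in KMS-11/Cfz differed at least 1.4-fold (569 of them with an adjusted p under 0.05), and 888 in KMS-34/Cfz differed at least 1.5-fold (880 with an adjusted p under 0.05). Averaged over the probe sets of each gene, 322 genes rose and 384 fell in KMS-11/Cfz. BLVRB, which reduces biliverdin from heme breakdown, rose most in KMS-11/Cfz, with a log2 fold change of 1.87 (standard error 0.08, adjusted p = 6.9e-08), against 0.31 (adjusted p = 0.028) in KMS-34/Cfz. PIR, an iron-binding nuclear protein, rose by 1.39 (standard error 0.08, adjusted p = 5.2e-07), and had a value of -0.21 (adjusted p = 0.12) in KMS-34/Cfz. CRIP1, a zinc-binding LIM protein, rose by 1.21 in KMS-11/Cfz and fell in KMS-34/Cfz, at -0.77 (adjusted p = 1.6e-04). Rises of 1.11 in the thioredoxin-like NXN, 1.10 in the splicing regulator RBM11, 1.08 in the oxysterol hydroxylase CYP39A1 and 1.08 in the membrane protein LRRN1 followed. The membrane protein EMP3 rose by 1.05 and the interferon-inducible GTPase GBP3 by 1.01. HLTF, a chromatin remodeller that acts at stalled replication forks, fell most, with a log2 fold change of -2.03 (standard error 0.09, adjusted p = 6.9e-08), while in KMS-34/Cfz it rose, at 0.33 (adjusted p = 0.028). EDNRB, an endothelin receptor, changed by -1.68, the calmodulin regulator PCP4 by -1.33 and PRR5, a partner of the kinase mTOR, by -1.17. The histone gene H2AC6 changed by -1.13, the trypsinogen gene PRSS2 by -1.13, the semaphorin SEMA4A by -1.12, CCR10, a chemokine receptor that guides plasma cells, by -1.09, and the inhibitory receptor LAIR1 by -1.03. Each of these genes had all 3 KMS-11/Cfz arrays on 1 side of all 3 KMS-11 arrays, with adjusted p from 6.9e-08 to 5.9e-04. Under cyclic loess scaling the call for HLTF in KMS-11/Cfz ended (log2 fold change -0.99, adjusted p = 0.13). In KMS-34/Cfz the calls for BLVRB and HLTF ended without KMS-34/Cfz replicate 2 or 3 or KMS-34 replicate 1, for BLVRB also without KMS-34 replicate 2 (adjusted p = 0.074 to 0.1) and for HLTF also without KMS-34 replicate 3 (adjusted p = 0.083 to 0.12). Both calls ended with the line fitted alone (adjusted p = 0.14 and 0.088), and that for HLTF with cyclic loess (adjusted p = 0.62).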

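Among the largest changes in KMS-34/Cfz were those of a chemokine, an amino acid transporter and the receptor for interleukin-6. CCL2, a chemokine that myeloma cells release to attract monocytes, rose most, with a log2 fold change of 2.71 (standard error 0.12, adjusted p = 4.3e-08), against 0.06 (adjusted p = 0.94) in KMS-11/Cfz. PLAC8, a cysteine-rich regulator of cell death, rose by 2.08 (standard error 0.13, adjusted p = 5.1e-07) and fell in KMS-11/Cfz, at -0.60 (adjusted p = 0.023). SLC7A7, a transporter of cationic amino acids, rose by 1.99, and BCAT1, which breaks down branched-chain amino acids, by 1.40. The nuclear receptor NR2F1 rose by 1.79, SELENOP, which carries selenium, by 1.68, the noncoding RNA MROCKI by 1.65, the membrane receptor LRP11 by 1.49 and the tubulin TUBB2B by 1.35. INAVA, an activator of innate immune signalling, fell most, with a log2 fold change of -3.44 (standard error 0.08, adjusted p = 1.3e-11), against -0.25 (adjusted p = 0.1) in KMS-11/Cfz. YOD1, a deubiquitinase that acts in the removal of misfolded proteins, changed by -2.02 (standard error 0.10, adjusted p = 7.7e-08). IL6R, the receptor for the myeloma growth factor interleukin-6, changed by -1.46 (standard error 0.11, adjusted p = 3.8e-06), and by -0.16 (adjusted p = 0.67) in KMS-11/Cfz. Among the other falls were those of CDC42EP1, a regulator of the actin skeleton, at -1.82, the adhesion receptor ADGRL1, at -1.63, the homeobox genes MKX, at -1.62, and LHX8, at -1.54, the dynein assembly factor DNAAF3, at -1.58, and the transporter SLC16A9, at -1.46. For all of these genes the 3 KMS-34/Cfz arrays lay on 1 side of the 3 KMS-34 arrays, with adjusted p from 1.3e-11 to 1.5e-04. At the level of genes, 1068 rose and 928 fell in KMS-34/Cfz. Cyclic loess scaling ended the call for IL6R in KMS-34/Cfz (log2 fold change -1.53, adjusted p = 0.15). In KMS-11/Cfz the call for PLAC8 ended without KMS-11/Cfz replicate 1 or 2 or any 1 of the KMS-11 arrays (adjusted p = 0.055 to 0.12) and with cyclic loess (adjusted p = 0.25), and INAVA passed the threshold without KMS-34/Cfz replicate 2 (adjusted p = 0.049) and with array weights or the line fitted alone (adjusted p = 0.016 and 0.017).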

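The derivatives shared more changed genes than independent lists would, in the same direction and in opposite directions alike. Of all probe sets, 59 rose and 93 fell in both lines, where independent lists of these sizes would share 15.4 and 17.7. In opposite directions, 40 rose in KMS-11/Cfz and fell in KMS-34/Cfz and 66 did the reverse, where 12.6 and 21.6 would be shared. Without any 1 of the 6 arrays of KMS-11 and KMS-11/Cfz, 72 to 93 probe sets changed the same way in both lines (21 to 30 rises and 51 to 65 falls), and 97 without KMS-34/Cfz replicate 2 (34 and 63). Rises outnumbered falls among the 254 without KMS-34/Cfz replicate 1 (131 and 123), and they numbered 55 and 60 without KMS-34 replicate 2. Over all probe sets, the log2 fold changes of the lines had a Pearson's r of 0.04 and a Spearman's rho of 0.01, which describe genes and not independent replicates. At the level of genes, 57 rose and 80 fell in both lines, and the change of 1274 genes differed between the lines. NMI, an interferon-inducible partner of STAT proteins, rose by 0.71 (adjusted p = 8.0e-05) in KMS-11/Cfz and 0.68 (adjusted p = 4.6e-05) in KMS-34/Cfz. LY96, a partner of Toll-like receptors, rose by 0.56 and 0.97, the interferon-inducible GTPase GBP1 by 0.51 and 0.56, and CTSB, which encodes the lysosomal protease cathepsin B, by 0.47 and 0.46, in KMS-11/Cfz and KMS-34/Cfz in that order. Rises in both lines were also found in HEY1, a repressor in the Notch pathway (0.51 and 0.68), NIBAN1, a stress-response gene (0.45 and 1.25), the membrane protein TMEM255A (0.69 and 1.54), the zinc-finger gene ZNF823 (0.47 and 0.57) and the noncoding RNA LINC01215 (0.74 and 0.76). Falls in both lines included those of the histone genes H1-2 (-0.89 and -1.24), H2BC9 (-0.93 and -0.61) and H4C11 (-0.54 and -0.54). ALDOC, an aldolase of glycolysis, changed by -0.59 (adjusted p = 0.018) in KMS-11/Cfz and -0.61 (adjusted p = 0.0062) in KMS-34/Cfz. TEX14, a germ cell gene, changed by -0.85 and -0.64, MCC, a regulator of the cell cycle, by -0.60 and -0.77, PMEPA1, an inhibitor of TGF-β signalling, by -0.59 and -1.22, and the globin gene HBD by -0.55 and -1.25. Under cyclic loess scaling PMEPA1 in KMS-11/Cfz turned to 0.12, and the calls ended for CTSB, GBP1 and HEY1 in KMS-34/Cfz (adjusted p = 0.81, 0.81 and 0.43). They also ended for MCC, TEX14 and ALDOC in KMS-11/Cfz (log2 fold change -0.004, -0.90 and -0.27, adjusted p = 0.996, 0.0501 and 0.47), though TEX14 kept its size. Leaving out 1 array ended calls in KMS-11/Cfz for LINC01215 (any of the 6 arrays of the line, adjusted p = 0.084 to 0.14), ZNF823 (any of them but KMS-11 replicate 1, adjusted p = 0.057 to 0.1), PMEPA1 (KMS-11/Cfz replicate 1 or 2 or KMS-11 replicate 2 or 3, adjusted p = 0.054 to 0.077) and ALDOC (KMS-11/Cfz replicate 1 or KMS-11 replicate 2 or 3, adjusted p = 0.07 to 0.084), and in KMS-34/Cfz for LINC01215 (KMS-34 replicate 1 or 2, adjusted p = 0.06), whose call there also ended with array weights or the line fitted alone (adjusted p = 0.11 and 0.065). Jointly without KMS-34/Cfz replicate 1, KMS-34 replicate 1 and KMS-11 replicate 3, LINC01215 and ALDOC fell short in KMS-11/Cfz (adjusted p = 0.11 and 0.068) and LINC01215 in KMS-34/Cfz (adjusted p = 0.069).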

**Figure 1:**
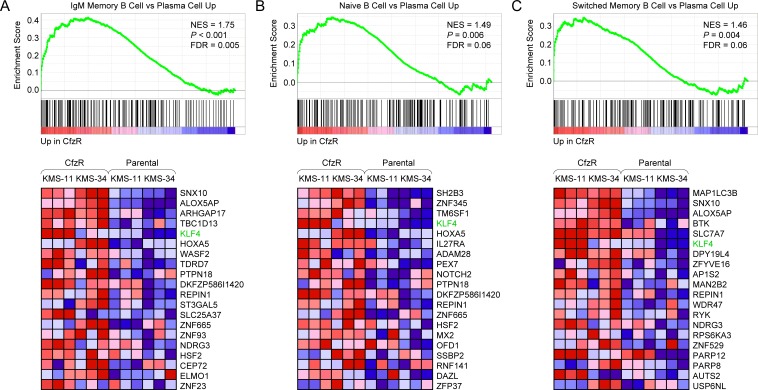
GSEA enrichment plots and heat maps of differentially expressed B lineage-related genes associated with acquisition of carfilzomib resistance in KMS-11 and KMS-34 cells **A.** Gene set: GSE13411_IGM_MEMORY_BCELL_VS_PLASMA_CELL_UP (M3249). **B.** Gene set: GSE13411_NAIVE_BCELL_VS_PLASMA_CELL_UP (M3243). **C.** Gene set: GSE13411_SWITCHED_MEMORY_BCELL_VS_PLASMA_CELL_UP (M3251). FDR, false discovery rate; NES, normalized enrichment score; CfzR, carfilzomib-resistant derivatives; KLF4 is indicated.

We confirmed increased expression of *KLF4* mRNA in carfilzomib-resistant MM cells by qRT-PCR analysis (Figure 2A), which was paralleled by a corresponding increase in KLF4 protein levels (~3.0 ± 0.7-fold, *n* = 4, *P* < 0.009 by paired Student's *t* test) detected by western blotting (Figure 2B). Consistent with its function as a transcriptional regulator and potential role in the carfilzomib-resistant phenotype [29, 30], immunofluorescence confocal microscopy revealed more prominent nuclear localization of KLF4 in the carfilzomib-resistant MM derivatives (Figure 2C).

**Figure 2:**
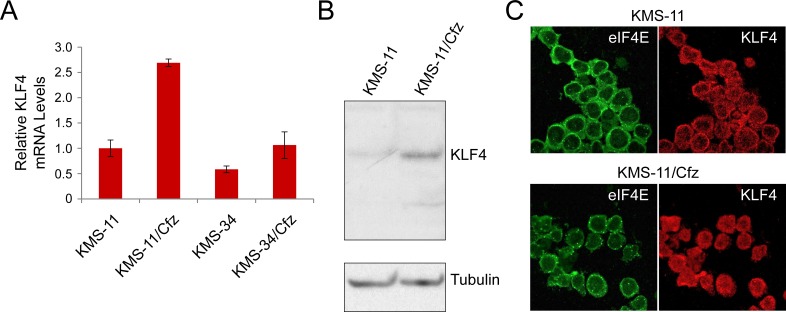
KLF4 expression in KMS-11 and carfilzomib-resistant KMS-11/Cfz cells **A.** Relative *KLF4* mRNA levels as determined by qRT-PCR. Also shown are *KLF4* mRNA levels in KMS-34 and KMS-34/Cfz cells relative to *KLF4* mRNA levels in KMS-11 cells. **B.** KLF4 protein levels were detected by western blotting with rabbit anti-KLF4 monoclonal antibodies against the carboxyl terminus (D1F2; Cell Signaling). Representative of four experiments. KLF4 signal in KMS-11 parental cells is less than in KMS-11/Cfz (*P* < 0.009). **C.** Cells were labeled with anti-KLF4 (Alexa Fluor 568, red) or anti-eIF4E (Alexa Fluor 488, green) antibodies, and immunofluorescence staining was analyzed by confocal laser scanning microscopy.

We tested the hypothesis that KLF4 might contribute to the molecular phenotype of carfilzomib-resistant MM cells by short-term expression of a KLF4 cDNA in KMS-11 cells (denoted KMS-11/KLF4). 

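The genes of Table 1 cover the cell cycle, growth factors, innate immune receptors and detoxifying enzymes, and the paper measured them by qRT-PCR. CCND1 encodes cyclin D1, which drives entry into the cell cycle, and HGF and IGF1 encode growth factors of myeloma cells. On the arrays CCND1 fell in both lines, with log2 fold changes of -0.48 (standard error 0.10, adjusted p = 0.016) in KMS-11/Cfz and -2.04 (standard error 0.10, adjusted p = 5.9e-08) in KMS-34/Cfz, and all 3 resistant arrays of each line lay below the parental ones. The fall on the arrays was larger in KMS-34/Cfz (difference -1.56 (adjusted p = 2.6e-05)). The paper's qRT-PCR fold changes have the other order, with 0.06 in KMS-11/Cfz and 0.17 in KMS-34/Cfz. HGF fell in KMS-34/Cfz (-1.09 (adjusted p = 2.0e-06)) and had a value of -0.28 (adjusted p = 0.079) in KMS-11/Cfz, a difference of -0.81 (adjusted p = 7.7e-04). In KMS-11/Cfz it passed the threshold without KMS-34/Cfz replicate 1 (adjusted p = 0.019) and with cyclic loess, array weights or the line fitted alone (adjusted p = 0.026, 0.0036 and 0.022). IGF1 fell in KMS-11/Cfz (-0.51 (adjusted p = 3.7e-04)) and stood at -0.12 (adjusted p = 0.28) in KMS-34/Cfz, a difference of 0.39 (adjusted p = 0.018), and it passed the threshold in KMS-34/Cfz with cyclic loess or array weights (adjusted p = 0.049 and 0.041). ID1, an inhibitor of differentiation, rose in both lines, by 0.66 (standard error 0.13, adjusted p = 0.011) in KMS-11/Cfz and 0.73 (standard error 0.13, adjusted p = 0.0026) in KMS-34/Cfz. Rises in both were also found in the interferon-inducible IFIT3 (0.62 (adjusted p = 0.0028) and 0.39 (adjusted p = 0.021)), the homeobox gene HOXB7 (0.61 (adjusted p = 2.4e-04) and 0.26 (adjusted p = 0.034)) and GLIPR1, a secreted pathogenesis-related protein (0.31 (adjusted p = 0.043) and 0.47 (adjusted p = 0.0015)). TLR4, a receptor for bacterial lipopolysaccharide, rose in KMS-34/Cfz (0.68 (adjusted p = 9.7e-05)), against 0.25 (adjusted p = 0.11) in KMS-11/Cfz, a difference of 0.43 (adjusted p = 0.033), and passed the threshold in KMS-11/Cfz with array weights (adjusted p = 0.028). In KMS-11/Cfz the quinone reductases NQO1 and NQO2 rose by 0.48 (adjusted p = 0.0043) and 0.31 (adjusted p = 0.03), and MAPT, which encodes the microtubule-binding protein tau, by 0.48 (adjusted p = 0.0016). In KMS-34/Cfz NQO1 stood at 0.15 (adjusted p = 0.3) and MAPT at -0.07 (adjusted p = 0.65), where MAPT differed from KMS-11/Cfz by -0.56 (adjusted p = 0.0047) and NQO1 passed the threshold without KMS-34/Cfz replicate 1 (adjusted p = 0.049). CYP1A1, an enzyme of drug metabolism, and P4HA2, a collagen prolyl hydroxylase, passed the threshold in neither line, with 0.14 and -0.16 in KMS-11/Cfz and -0.20 and -0.19 in KMS-34/Cfz, though P4HA2 passed it there without KMS-34/Cfz replicate 1 (log2 fold change -0.23, adjusted p = 0.048) and with array weights (adjusted p = 0.02). As a list these genes were chosen by the study on these samples and are not independent evidence: 8 rose and 3 fell (9 and 5 when adjusted over the list alone) in KMS-11/Cfz (adjusted p = 0.007 from camera, adjusted p = 0.39 with an estimated correlation, adjusted p = 0.12 from fry) and 5 rose and 3 fell (5 and 4 when adjusted over the list alone) in KMS-34/Cfz (adjusted p = 0.86). Across the 15 genes, the array log2 fold changes followed log2 of the paper's qRT-PCR values with a Pearson's r of 0.788 (permutation test, p = 6.4e-04, adjusted p = 0.0013) and a Spearman's rho of 0.735 (p = 0.0023, adjusted p = 0.0023) in KMS-11/Cfz. In KMS-34/Cfz r was 0.888 (permutation test, p = 1e-05, the smallest that these permutations can give, adjusted p = 4e-05) and rho was 0.768 (p = 0.0013, adjusted p = 0.0018). These are the 4 correlations that were computed, all two-sided, and genes are not independent replicates. Without SLAMF7 and IGF1, the genes farthest from the median, r was 0.740 in KMS-11/Cfz, and without CCND1 and HGF it was 0.720 in KMS-34/Cfz. The sign was the same for 15 of 15 genes in KMS-11/Cfz and for 13 in KMS-34/Cfz. Calls in KMS-11/Cfz ended when single arrays of KMS-11 or KMS-11/Cfz were left out for CCND1 (KMS-11/Cfz replicate 1 or 3 or KMS-11 replicate 1 or 2, adjusted p = 0.058 to 0.084), ID1 (KMS-11/Cfz replicate 1 or KMS-11 replicate 1 or 3, adjusted p = 0.051 to 0.065) and GLIPR1 and NQO2 (any 1 of these 6 arrays, for GLIPR1 also KMS-34 replicate 1, adjusted p = 0.058 to 0.18 and 0.051 to 0.14), and in KMS-34/Cfz for IFIT3 (KMS-34/Cfz replicate 2 or 3 or KMS-34 replicate 1 or 2, adjusted p = 0.07 to 0.088) and HOXB7 (these 4 arrays or any 1 of the KMS-11/Cfz arrays, adjusted p = 0.054 to 0.12). Cyclic loess scaling turned IFIT3 and HOXB7 in KMS-34/Cfz to -0.04 and -0.05, and ended the calls for CCND1 and GLIPR1 in KMS-11/Cfz (adjusted p = 0.45 and 0.47) and GLIPR1 in KMS-34/Cfz (adjusted p = 0.66). GLIPR1 in KMS-11/Cfz also fell short with aligned array medians or a variance trend (adjusted p = 0.057 and 0.069), and IFIT3 and HOXB7 in KMS-34/Cfz with the line fitted alone (adjusted p = 0.093 and 0.2). Read from the probe set of largest variance, P4HA2 passed in KMS-11/Cfz (adjusted p = 0.01) and KMS-34/Cfz (adjusted p = 6.3e-04), while NQO1 and GLIPR1 fell short in KMS-11/Cfz (adjusted p = 0.075 and 0.62) and GLIPR1 in KMS-34/Cfz (adjusted p = 0.086). When KMS-34/Cfz replicate 1, KMS-34 replicate 1 and KMS-11 replicate 3 were left out together, HGF passed and GLIPR1 fell short in KMS-11/Cfz (adjusted p = 0.037 and 0.12), and P4HA2 passed in KMS-34/Cfz (adjusted p = 0.0495).

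**Figure D3:**
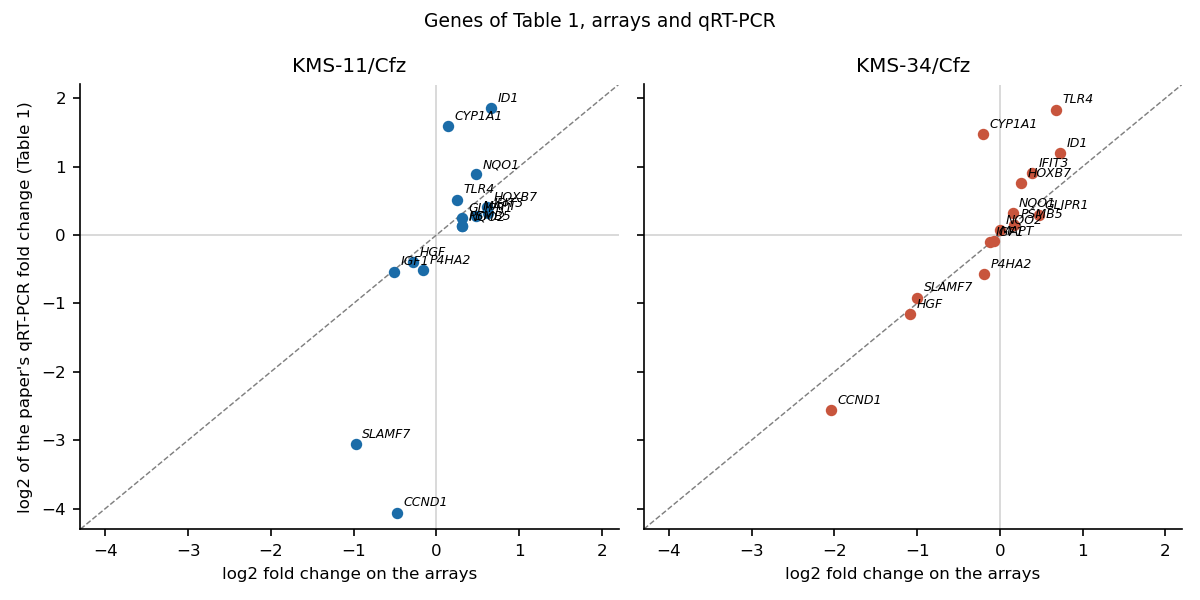
Log2 fold change over parental cells on the arrays (horizontal) against log2 of the paper's qRT-PCR fold change (vertical) for the 15 genes of Table 1, in KMS-11/Cfz (r = 0.788) and KMS-34/Cfz (r = 0.888), with 1 point per gene. The dashed line marks equal values.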

Fourteen genes showing differential expression in KMS-11/Cfz (FC ≥ 1.4) and/or KMS-34/Cfz (FC ≥ 1.5) versus parental MM cells were selected, and their expression levels compared to those in KMS-11/KLF4 cells by qRT-PCR analysis (Table 1). A substantial degree of correlation was found between the expression changes associated with the introduction of exogenous *KLF4* and acquisition of carfilzomib resistance in KMS-11/Cfz (*r* = 0.77) and KMS-34/Cfz cells (*r* = 0.59) for the selected set of genes (Table 1). Of note, several of the genes that exhibited KLF4-induced changes in expression — *CYP1A1*, *NQO1*, *HOXB7* and *ID1* — were previously identified as direct KLF4 targets by genome-wide ChIP analysis [28]. Another of the genes, *SLAMF7* encodes CD319, a cell surface marker specifically upregulated at the plasma cell stage during B cell differentiation [27, 31]. We verified that *SLAMF7* mRNA levels were downregulated in the carfilzomib-resistant MM derivatives in accord with the less differentiated plasma cell phenotype revealed by GSEA analysis above. Moreover, *SLAMF7* mRNA levels were also reduced following ectopic expression of *KLF4* in KMS-11 cells. Together, the accumulated data supported the notion that carfilzomib-resistant MM cells had increased KLF4 transcriptional activity which was associated with the partial reversal of plasma cell maturation during acquisition of drug resistance.

### GSEA identifies altered expression of KLF4 target genes associated with autophagy and metabolic pathways in carfilzomib-resistant MM cells

We next used GSEA to examine gene sets from the C2:CGP chemical and genetic perturbations (3,395 gene sets) and C6 oncogenic signatures (189 gene sets) collections of MSigDB. A highly enriched C2:CGP gene set in KMS-11/Cfz and KMS-34/Cfz cells (NES = 2.02, FDR < 0.007; Figure 3A) represented molecular targets that were upregulated during inhibition of MM cell growth following treatment with adaphostin [32]. Bortezomib reportedly triggered similar effects, and a recent study identifying c-Abl as a regulator of proteasome homeostasis provides some insight into the cross-talk between the pathways involved [33]. Interestingly, included in the leading edge subset were several genes associated with autophagy (highlighted in Figure 3). Among them were *MAP1LC3B* encoding the autophagic effector protein microtubule-associated protein 1 light chain Cβ, and *SQSTM1* encoding the selective autophagy receptor sequestosome 1/p62 [34, 35]. 

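Selective autophagy takes up ubiquitin-tagged proteins through receptors such as SQSTM1/p62, which binds both ubiquitin and LC3B on the forming autophagosome. MAP1LC3B encodes LC3B itself, which is lipidated and built into the autophagosomal membrane. MAP1LC3B mRNA rose in both derivatives, while SQSTM1 mRNA passed the threshold in KMS-11/Cfz. The log2 fold change of SQSTM1 was 0.40 (standard error 0.07, adjusted p = 0.0043) in KMS-11/Cfz, with all 3 resistant arrays above the parental ones, and 0.14 (standard error 0.07, adjusted p = 0.27) in KMS-34/Cfz. The changes did not differ between the lines by the interaction test (difference -0.26 (adjusted p = 0.14)), and their mean was 0.27 (adjusted p = 0.0036). SQSTM1 was the mean of 5 probe sets, of which 3 rose in KMS-11/Cfz, by 0.72 (adjusted p = 0.0021), 0.70 (adjusted p = 0.0035) and 0.55 (adjusted p = 0.039), and had values of 0.05, 0.21 and 0.30 in KMS-34/Cfz, and none of the 5 passed the threshold there. MAP1LC3B rose by 0.28 (standard error 0.06, adjusted p = 0.015) in KMS-11/Cfz and by 0.52 (standard error 0.06, adjusted p = 7.4e-05) in KMS-34/Cfz, with all 3 resistant arrays above the parental ones in both. Of the adaphostin-response genes in the heat map of Fig. 3, which the study chose on these samples, 17 of 20 were analysed here. In KMS-11/Cfz 9 rose and 0 fell, in KMS-34/Cfz 6 rose and 1 fell, and 4 rose in both. GLRX, a glutaredoxin that restores oxidised proteins, rose by 0.30 and 0.31, and YPEL5, a subunit of a ubiquitin ligase, by 0.32 and 0.34, in KMS-11/Cfz and KMS-34/Cfz in that order. TUBB2A, a tubulin, rose in KMS-34/Cfz (0.64 (adjusted p = 7.4e-05)), and HMOX1, the heme oxygenase of the stress response, had values of 0.24 (adjusted p = 0.24) in KMS-11/Cfz and 0.28 (adjusted p = 0.073) in KMS-34/Cfz. The calls in KMS-11/Cfz ended for MAP1LC3B without any 1 of the 6 arrays of the line but KMS-11 replicate 1 (adjusted p = 0.06 to 0.079), for YPEL5 without any but KMS-11 replicate 2 (adjusted p = 0.058 to 0.11) and for GLRX without any (adjusted p = 0.052 to 0.12), and with cyclic loess (adjusted p = 0.069). Fitting KMS-34 and KMS-34/Cfz alone ended the calls for GLRX and YPEL5 in KMS-34/Cfz (adjusted p = 0.091 and 0.063), and the largest-variance probe set ended that for YPEL5 in KMS-11/Cfz (adjusted p = 0.061). Without KMS-34/Cfz replicate 1, HMOX1 passed the threshold in KMS-34/Cfz (adjusted p = 0.019), as it did with the replicate number as a block or array weights (adjusted p = 0.048 and 0.014), and in KMS-11/Cfz with cyclic loess, array weights or the line fitted alone (adjusted p = 0.043, 0.032 and 0.034).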

During autophagy, a soluble form of LC3B (LC3B-I) is converted to a form (LC3B-II) that specifically associates with autophagosomes and is recognized by SQSTM1/p62 [36]. Also included was *GADD45A*, a growth arrest and DNA repair gene previously shown to be a KLF4-inducible gene in Hodgkin lymphoma cells and a stimulator of autophagy during skeletal muscle atrophy [37, 38]. Moreover, the most highly enriched gene set in the C6 collection (NES = 1.70, FDR = 0.05) corresponded to genes in MCF-7 breast cancer cells adapted for estrogen-independent growth in culture that were upregulated in the carfilzomib-resistant MM cells; *KLF4* and *GADD45A* were included in the leading edge subset (Figure 3B). 

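GADD45A encodes a small protein that halts the cell cycle and assists repair after DNA damage and other stress. GADD45A mRNA was higher in both derivatives. Its log2 fold change was 0.33 (standard error 0.08, adjusted p = 0.034) in KMS-11/Cfz and 0.60 (standard error 0.08, adjusted p = 2.6e-04) in KMS-34/Cfz, with all 3 resistant arrays of each line above all 3 parental arrays. The difference of the changes between the lines was 0.27 (adjusted p = 0.19). Ranked by signal-to-noise ratio over both lines, GADD45A stood at place 19 of 19775 genes. The call for GADD45A in KMS-11/Cfz ended when any 1 of the 6 arrays of KMS-11 and KMS-11/Cfz was left out (log2 fold change 0.29 to 0.37, adjusted p = 0.058 to 0.15), with its largest-variance probe set (adjusted p = 0.064), and without KMS-34/Cfz replicate 1, KMS-34 replicate 1 and KMS-11 replicate 3 together (adjusted p = 0.086).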

A further association with autophagy-related processes was suggested by a recent study reporting that one of the genes in the leading edge subset, *LAMP3* encoding lysosome-associated membrane protein 3, is involved in resistance to the anti-estrogen tamoxifen in breast cancer cells by promoting prosurvival autophagy [39]. 

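LAMP3 encodes a membrane protein of lysosomes that is induced by interferon, hypoxia and the unfolded protein response. The mRNA rose in KMS-34/Cfz and not in KMS-11/Cfz. Its log2 fold change was 0.55 (standard error 0.07, adjusted p = 2.6e-04) in KMS-34/Cfz, with all 3 resistant arrays above the parental ones, and 0.05 (standard error 0.07, adjusted p = 0.88) in KMS-11/Cfz, a difference between the lines of 0.49 (adjusted p = 0.0097). The study chose the MCF-7 genes of the heat map in Fig. 3 on these samples, so their counts are not independent evidence. Of 20 genes, 18 were analysed here, and 4 rose in KMS-11/Cfz, 13 rose in KMS-34/Cfz and none fell in either line, with medians of 0.09 and 0.32. ELF4, a transcription factor that controls quiescence of lymphocytes, rose in both lines, by 0.43 (adjusted p = 0.0013) in KMS-11/Cfz and 0.74 (adjusted p = 6.6e-06) in KMS-34/Cfz, with all 3 resistant arrays above the parental ones in each, and its call in KMS-11/Cfz ended with the largest-variance probe set (adjusted p = 0.054). The phosphatase PPM1E rose in KMS-34/Cfz (0.79 (adjusted p = 6.8e-05)) against -0.18 (adjusted p = 0.4) in KMS-11/Cfz, a difference of 0.97 (adjusted p = 4.0e-04). RHOBTB3, a GTPase-like adaptor of ubiquitin ligases, rose in KMS-34/Cfz (0.60 (adjusted p = 5.8e-04)), as did IFI6, an interferon-inducible protein (0.57 (adjusted p = 9.3e-04)), and they differed from KMS-11/Cfz by 0.61 (adjusted p = 0.008) and 0.58 (adjusted p = 0.014).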

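ISG15 belongs to the genes that interferon and cytosolic nucleic acid sensors switch on together. These genes arm the cell against viruses, and many encode sensors of foreign RNA or modifiers of proteins. Some of them rose in each derivative. ISG15 rose in KMS-34/Cfz by 0.45 (standard error 0.11, adjusted p = 0.016), and its value in KMS-11/Cfz was 0.33 (standard error 0.11, adjusted p = 0.13), with all 3 resistant arrays of each line above the parental ones and a difference between the lines of 0.11 (adjusted p = 0.78). Of 34 interferon-stimulated genes, 32 were analysed here. In KMS-34/Cfz 11 rose and 0 fell (12 and 1 when adjusted over the list alone), with a median of 0.15 (adjusted p = 1.3e-08 from camera, adjusted p = 0.038 with an estimated correlation). In KMS-11/Cfz 4 rose and 2 fell (9 and 4 when adjusted over the list alone), with a median of 0.02 (adjusted p = 0.034, and adjusted p = 0.28 with an estimated correlation). The list differed between the lines by a median of 0.14 (adjusted p = 0.0017 from camera and 0.29 with an estimated correlation), and scored 2.13 in the GSEA over both (adjusted p = 8.0e-04). EPSTI1, an interferon-response gene of macrophages and tumours, rose most in KMS-34/Cfz, by 1.01 (standard error 0.09, adjusted p = 1.1e-05), against -0.32 (adjusted p = 0.067) in KMS-11/Cfz. The ADP-ribosyltransferase genes PARP9 and PARP12 rose by 0.97 (adjusted p = 1.1e-05) and 0.78 (adjusted p = 2.5e-05) there, and OAS1, which senses double-stranded RNA, by 0.74 (adjusted p = 2.3e-04). In KMS-11/Cfz the RNA helicase DDX60 rose by 0.74 (adjusted p = 8.8e-04) and IFI44, an antiviral protein, by 0.63 (adjusted p = 0.0011), against -0.15 (adjusted p = 0.45) and 0.14 (adjusted p = 0.43) in KMS-34/Cfz. The call for ISG15 in KMS-34/Cfz ended without KMS-34/Cfz replicate 2 or 3 or KMS-34 replicate 1 (adjusted p = 0.064 to 0.072), while without KMS-34/Cfz replicate 1 it passed the threshold in KMS-11/Cfz (adjusted p = 0.018), as EPSTI1 did without KMS-34/Cfz replicate 1 or 2 (adjusted p = 0.017 to 0.043). With array weights or KMS-11 and KMS-11/Cfz fitted alone, ISG15 and EPSTI1 passed it in KMS-11/Cfz (adjusted p = 0.0055, 0.0088, 0.0057 and 0.023, by gene), and the call for ISG15 in KMS-34/Cfz ended with that line fitted alone (adjusted p = 0.093). The call for the list in KMS-11/Cfz ended without KMS-11/Cfz replicate 1, KMS-11 replicate 1 or KMS-34 replicate 3 (adjusted p = 0.052 to 0.088) and with largest-variance probe sets (adjusted p = 0.057), with which EPSTI1 passed in KMS-11/Cfz (adjusted p = 0.0087). ISG15 and EPSTI1 passed in KMS-11/Cfz, too, without KMS-34/Cfz replicate 1, KMS-34 replicate 1 and KMS-11 replicate 3 together (adjusted p = 0.019 and 0.032).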

Another gene, *ISG15*, encoding an ubiquitin-like protein, was recently shown to interact with SQSTM1/p62, augmenting association with LC3B-II and facilitating autophagic degradation of aggresomes, in response to various types of cellular stress including proteasome inhibition [40]. Considered together, the genes represented in the leading edge subsets of the gene sets presented in Figure 3A, 3B suggested potential upregulation of autophagy pathways in the carfilzomib-resistant MM derivatives.

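Autophagy wraps cell contents in a membrane and delivers them to lysosomes, where acid hydrolases break them down. The machinery includes the initiating kinases, the proteins that lipidate LC3 and its relatives, and the receptors that choose the cargo. Single genes of this machinery and of lysosomes changed in each derivative, and GABARAPL1 changed in opposite directions. All 46 listed autophagy genes were analysed. In KMS-34/Cfz 11 rose and 1 fell (17 and 1 when adjusted over the list alone), with a median of 0.10 (adjusted p = 1.1e-04 from camera, adjusted p = 0.31 with an estimated correlation). In KMS-11/Cfz 4 rose and 1 fell (5 and 3 when adjusted over the list alone), with a median of 0.02 (adjusted p = 0.28). The lists of the lines differed by a median of 0.05 (adjusted p = 0.022 from camera and 0.52 with an estimated correlation). GABARAPL1, a relative of LC3B, rose in KMS-11/Cfz by 1.05 (standard error 0.10, adjusted p = 5.7e-05) and fell in KMS-34/Cfz, at -0.65 (standard error 0.10, adjusted p = 0.001), a difference of -1.70 (adjusted p = 1.3e-05). WIPI1, which binds the phospholipid of the forming autophagosome, fell in KMS-11/Cfz, at -0.65 (standard error 0.07, adjusted p = 2.2e-04), against 0.25 (adjusted p = 0.0502) in KMS-34/Cfz, a difference of 0.90 (adjusted p = 2.2e-04). TP53INP2, which brings LC3 out of the nucleus, rose in KMS-34/Cfz (0.54 (adjusted p = 1.9e-04)), as did the cargo receptor TAX1BP1 (0.38 (adjusted p = 0.0014)). Of 31 lysosomal genes, 28 were analysed here, and in KMS-11/Cfz 6 rose and 0 fell (10 and 0 when adjusted over the list alone), with a median of 0.11 (adjusted p = 1.5e-08, and adjusted p = 0.18 with an estimated correlation). There the hydrolase genes GLA, MAN2B1 and GAA, which break down glycolipids, mannose chains and glycogen, rose by 0.63, 0.53 and 0.50, and CTSD, the protease cathepsin D, by 0.56 (adjusted p = 2.2e-04 to 0.0093). In KMS-34/Cfz 2 rose and 3 fell (2 and 3 when adjusted over the list alone), with a median of 0.03, a mean of -0.01 and a camera direction that is downward (adjusted p = 1), and the lists differed between the lines by -0.12 (adjusted p = 0.0012 and, with an estimated correlation, 0.52). LAMP2, a lysosomal membrane protein, rose there (0.30 (adjusted p = 0.0083)), and MCOLN1, a lysosomal calcium channel, fell (-0.35 (adjusted p = 0.0034)). In the GSEA over both lines, autophagy genes scored 1.804 (adjusted p = 0.0042) and lysosomal genes 1.598 (adjusted p = 0.037), where camera with an estimated correlation gave an adjusted p = 0.24 and 0.36. The 5 autophagy-related genes that the text names were chosen on these samples and are not independent evidence: 3 rose and 0 fell (4 and 0 when adjusted over the list alone) in KMS-11/Cfz and 4 rose and 0 fell (4 and 0 when adjusted over the list alone) in KMS-34/Cfz, with medians of 0.33 and 0.52 (adjusted p = 8.2e-06 and 1.1e-06 from camera). From the genes in the leading edges of the gene sets in Fig. 3, the paper proposes that autophagy pathways may be upregulated in the carfilzomib-resistant derivatives. Cyclic loess scaling brought the autophagy list past the threshold in KMS-11/Cfz (adjusted p = 0.029) and ended the calls for WIPI1 in KMS-11/Cfz and LAMP2 in KMS-34/Cfz (adjusted p = 0.15 and 0.21), and LAMP2 also fell short with the line fitted alone (adjusted p = 0.098). In KMS-34/Cfz WIPI1 passed the threshold without KMS-34/Cfz replicate 1 or KMS-34 replicate 2 (adjusted p = 0.013 to 0.031) and with array weights (adjusted p = 1.0e-03), and the GSEA call of the lysosomal list ended without any 1 of the KMS-11/Cfz arrays, KMS-34/Cfz replicate 3, KMS-11 replicate 1 or 3 or KMS-34 replicate 1 (adjusted p = 0.056 to 0.11). An omission also brings the difference between the lines into that ranking, so it cannot show whether the lysosomal call rests on single arrays. That GSEA call also ended with largest-variance probe sets (score 1.54, adjusted p = 0.061), with which TAX1BP1 fell short and WIPI1 passed in KMS-34/Cfz (adjusted p = 0.063 and 0.038), and WIPI1 passed without KMS-34/Cfz replicate 1, KMS-34 replicate 1 and KMS-11 replicate 3 together (adjusted p = 0.037).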

**Figure 3:**
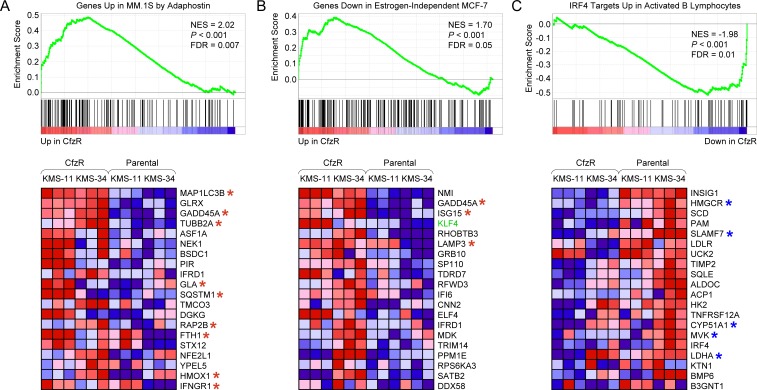
GSEA enrichment plots and heat maps of gene expression changes in sets of genes coregulated in response to chemical and genetic perturbations associated with acquisition of carfilzomib resistance in KMS-11 and KMS-34 cells **A.** Gene set: SHAFFER_IRF4_TARGETS_IN_ACTIVATED_B_LYMPHOCYTE (M11189). **B.** Gene set: PODAR_RESPONSE_TO_ADAPHOSTIN_UP (M16336). **C.** Gene set: LTE2_UP.V1_DN (M2721). Abbreviations are as in Figure 1. Selected autophagy-related genes are indicated with a red asterisk. KLF4-repressed genes are indicated with a blue asterisk.

Conversely, among the downregulated sets of genes that were enriched in KMS-11/Cfz and KMS-34/Cfz cells, one of the most highly scored in the C2:CGP collection corresponded to genes belonging to an IRF4 regulatory network that are expressed at higher levels during B cell differentiation (NES = −1.98, FDR = 0.01; Figure 3C) [41]. 

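IRF4 is the transcription factor that myeloma cells need to survive, and it directs both plasma cell differentiation and much of their metabolism. Its targets include secretory, lipid and glycolytic genes. Some of the targets that the study chose fell in each derivative, and IRF4 itself fell in KMS-34/Cfz. The log2 fold change of IRF4 was -0.32 (standard error 0.07, adjusted p = 0.014) there, with all 3 resistant arrays below the parental ones, and -0.11 (standard error 0.07, adjusted p = 0.64) in KMS-11/Cfz, a difference of -0.21 (adjusted p = 0.31). Of the 20 genes of the IRF4 heat map in Fig. 3, which the study chose on these samples, 16 were analysed here. In KMS-11/Cfz 0 rose and 6 fell, in KMS-34/Cfz 0 rose and 9 fell, and 5 fell in both, with medians of -0.20 and -0.25. TIMP2, an inhibitor of matrix proteases, fell in KMS-11/Cfz (-0.28 (adjusted p = 0.015)), and the growth factor BMP6 fell in KMS-34/Cfz (-0.24 (adjusted p = 0.018)). The calls for IRF4 and BMP6 in KMS-34/Cfz ended when the arrays of KMS-34 and KMS-34/Cfz were fitted alone (adjusted p = 0.1 and 0.16). Calls also ended for TIMP2 in KMS-11/Cfz without KMS-11/Cfz replicate 1 or 2 or KMS-11 replicate 2 or 3 (adjusted p = 0.061 to 0.087) and for BMP6 in KMS-34/Cfz without KMS-34/Cfz replicate 2 or KMS-34 replicate 1 or 3 (adjusted p = 0.053 to 0.068) or without KMS-34/Cfz replicate 1, KMS-34 replicate 1 and KMS-11 replicate 3 together (adjusted p = 0.07).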

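SLAMF7 encodes CD319, a receptor found on plasma cells and natural killer cells and a target of antibodies used against myeloma. On the arrays it fell by nearly the same amount in both derivatives. Its log2 fold change was -0.97 (standard error 0.08, adjusted p = 2.2e-05) in KMS-11/Cfz and -0.995 (standard error 0.08, adjusted p = 7.0e-06) in KMS-34/Cfz. The paper's qRT-PCR fold changes are 0.12 in KMS-11/Cfz and 0.53 in KMS-34/Cfz, a larger fall in KMS-11/Cfz. On the single arrays SLAMF7 stood at -0.91, -0.95 and -1.05 relative to the mean of the KMS-11 arrays, and at -1.15, -0.97 and -0.86 relative to that of KMS-34, below every parental array. All 3 of its probe sets fell in both lines, and the difference between the lines was -0.02 (adjusted p = 0.95). Over both lines SLAMF7 stood at place 19678 of 19775 genes ranked from the highest to the lowest signal-to-noise ratio.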

*SLAMF7* was included in the leading edge subset of downregulated genes. 

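Cells make cholesterol from acetyl-CoA through the mevalonate pathway, and the SREBP transcription factors raise its enzymes, and those of fatty acid synthesis, when sterols run low. INSIG1 holds SREBP back and is itself one of its targets, SCD makes fatty acids monounsaturated, SQLE catalyses the first oxidation step toward sterols, MVK phosphorylates mevalonate, and PAM amidates secreted peptides. INSIG1, SCD and SQLE had lower mRNA in both derivatives. Of the 8 lipid genes that the text names, which the study chose on these samples, 5 were analysed here. INSIG1 had log2 fold changes of -0.41 (standard error 0.06, adjusted p = 0.0017) in KMS-11/Cfz and -0.40 (standard error 0.06, adjusted p = 8.8e-04) in KMS-34/Cfz. SCD changed by -0.42 (adjusted p = 0.0049) and -0.53 (adjusted p = 3.9e-04), and SQLE by -0.39 (adjusted p = 0.0046) and -0.49 (adjusted p = 4.0e-04), in the same order. PAM fell in KMS-34/Cfz (-0.59 (adjusted p = 1.2e-04)), against -0.23 (adjusted p = 0.088) in KMS-11/Cfz, a difference of -0.35 (adjusted p = 0.047), and MVK fell in KMS-34/Cfz (-0.24 (adjusted p = 0.018)), against -0.06 (adjusted p = 0.81), a difference of -0.18 (adjusted p = 0.26). As a list 0 rose and 3 fell (0 and 4 when adjusted over the list alone) in KMS-11/Cfz and 0 rose and 5 fell (0 and 5 when adjusted over the list alone) in KMS-34/Cfz, with medians of -0.39 and -0.49 (adjusted p = 4.8e-07 and 1.8e-07 from camera, adjusted p = 0.047 and 0.068 with an estimated correlation). Of 22 genes of cholesterol biosynthesis, 18 were analysed here. In KMS-11/Cfz 0 rose and 4 fell (0 and 6 when adjusted over the list alone), with a median of -0.14 (adjusted p = 6.6e-07, and adjusted p = 0.21 with an estimated correlation). In KMS-34/Cfz 1 rose and 10 fell (1 and 13 when adjusted over the list alone), with a median of -0.26 (adjusted p = 3.7e-08, and adjusted p = 0.26 with an estimated correlation). HMGCS1, the synthase at the start of the mevalonate pathway, was lowest of the list on the mean of the lines, at -1.05 (standard error 0.10, adjusted p = 5.2e-05) in KMS-11/Cfz and -0.54 (standard error 0.10, adjusted p = 0.0033) in KMS-34/Cfz, a difference of 0.51 (adjusted p = 0.048). The later enzymes MSMO1 and DHCR7 fell in both lines, with values of -0.30 and -0.29 in KMS-11/Cfz and -0.43 and -0.50 in KMS-34/Cfz, and PMVK, the kinase after MVK, fell in KMS-34/Cfz (-0.56 (adjusted p = 3.5e-04)) and differed between the lines by -0.66 (adjusted p = 0.0022). Of 16 other SREBP targets, 13 were analysed here, with medians of -0.11 in KMS-11/Cfz, where 0 rose and 3 fell (0 and 6 when adjusted over the list alone), and -0.22 in KMS-34/Cfz, where 0 rose and 6 fell (1 and 8 when adjusted over the list alone) (adjusted p = 6.1e-05 and 2.8e-05 from camera, adjusted p = 0.18 and 0.26 with an estimated correlation). STARD4, a carrier of cholesterol, fell in both lines (-0.47 and -0.23), and the fatty acid synthase FASN and the elongase ELOVL6 fell in KMS-34/Cfz (-0.41 (adjusted p = 0.0027) and -0.40 (adjusted p = 0.0048)). In the GSEA over both lines, cholesterol biosynthesis scored -2.12 (adjusted p = 8.0e-04) and the other SREBP targets -1.98 (adjusted p = 0.0011), where camera with an estimated correlation gave an adjusted p = 0.095 and 0.092. Single arrays decided the calls for MSMO1 in KMS-11/Cfz (any of the 6 arrays of the line but KMS-11 replicate 3, adjusted p = 0.059 to 0.11) and DHCR7 in KMS-11/Cfz (any of them or KMS-34/Cfz replicate 2, adjusted p = 0.054 to 0.17), for MVK in KMS-34/Cfz (KMS-34/Cfz replicate 2 or KMS-34 replicate 2 or 3, adjusted p = 0.057 to 0.068) and STARD4 in KMS-34/Cfz (KMS-34/Cfz replicate 2 or 3 or KMS-34 replicate 3, adjusted p = 0.06 to 0.077), and PAM passed the threshold in KMS-11/Cfz without KMS-34 replicate 2 (adjusted p = 0.047) and with array weights or the line fitted alone (adjusted p = 0.016 and 0.041). Cyclic loess scaling ended the calls for SQLE in KMS-11/Cfz (adjusted p = 0.21) and STARD4 in KMS-34/Cfz (adjusted p = 0.14), and MVK, STARD4 and ELOVL6 in KMS-34/Cfz fell short with the line fitted alone (adjusted p = 0.17, 0.19 and 0.053). Largest-variance probe sets ended the calls for INSIG1, MSMO1 and DHCR7 in KMS-11/Cfz (adjusted p = 0.11, 0.052 and 0.073) and STARD4 in KMS-34/Cfz (adjusted p = 0.06).

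**Figure D4:**
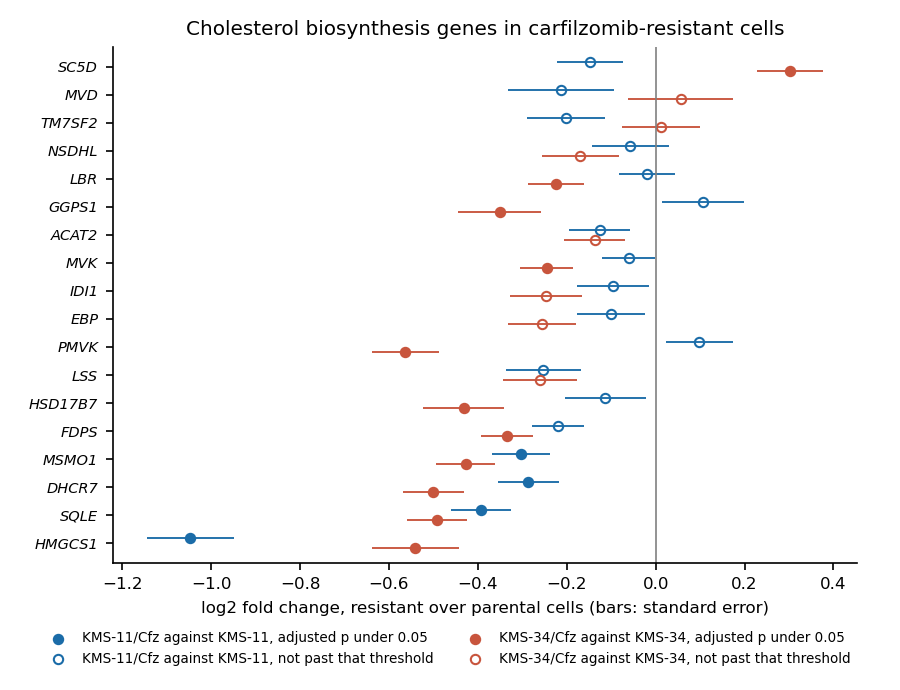
Log2 fold change of 18 genes of cholesterol biosynthesis in KMS-11/Cfz and KMS-34/Cfz over their parental cells, with standard errors (3 arrays per group) and filled points where the adjusted p was under 0.05. Most points lie to the left of 0, with medians of -0.14 and -0.26, and HMGCS1 lies lowest on the mean of the lines.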

We noted that many of the other downregulated genes in the leading edge subset are involved in lipid metabolism (e.g., *INSIG1*, *HMGCR*, *SCD*, *PAM*, *LDLR*, *SQLE*, *CYP51A1*, *MVK*), and complementary analysis of the C2:CP canonical pathways collection (1,330 gene sets) by GSEA indicated downregulation of genes involved in cholesterol biosynthesis (Reactome: REACT_9405.3) in the carfilzomib-resistant MM cells as being statistically significant (NES = −2.41, FDR = 0.001; Figure S1B). Consistent with the inverse correlation observed between KLF4 levels and expression levels of these genes, several were previously demonstrated to be negatively regulated by ectopic *KLF4* expression [42]. Examples included three genes involved in cholesterol biosynthesis: *HMGCR* encoding HMG-CoA reductase and *MVK* encoding mevalonate kinase, early enzymes in the mevalonate pathway; and *CYP51A1* encoding a cytochrome P450 family member involved in the conversion of lanosterol to cholesterol. Additionally, although no significant enrichment of glycolysis-related gene sets was revealed by GSEA, *LDHA*, which encodes a subunit of lactate dehydrogenase, a key enzyme in the glycolytic phenotype of cancer cells (known as the Warburg effect) [43] previously identified as a KLF4-repressed gene [44] was downregulated in the carfilzomib-resistant MM derivatives (Figure 3C). 

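Glycolysis turns glucose into pyruvate, and lactate dehydrogenase, whose main subunit in tumours is LDHA, reduces pyruvate to lactate. The mRNA of LDHA was read from 1 probe set and passed the threshold in neither line. Its log2 fold change was -0.17 (standard error 0.05, adjusted p = 0.13) in KMS-11/Cfz, with all 3 resistant arrays below the parental ones, and 0.02 (standard error 0.05, adjusted p = 0.93) in KMS-34/Cfz, a difference of 0.18 (adjusted p = 0.2). With array weights the change in KMS-11/Cfz passed the threshold (adjusted p = 0.025). Of 21 glycolytic genes, 20 were analysed here. In KMS-11/Cfz 0 rose and 1 fell (1 and 5 when adjusted over the list alone), with a median of -0.09 (adjusted p = 0.0014 from camera, adjusted p = 0.18 with an estimated correlation), and in KMS-34/Cfz 0 rose and 2 fell (0 and 3 when adjusted over the list alone), with a median of -0.02 (adjusted p = 0.3). In the GSEA over both lines, the list scored -1.53 (adjusted p = 0.063), and camera with an estimated correlation gave an adjusted p = 0.21. The score passed the threshold without KMS-34/Cfz replicate 2 or 3 (adjusted p = 0.017 to 0.029) and with genes ranked by the moderated t (adjusted p = 0.029). Such an omission also brings the difference between the lines into the ranking, so it cannot show whether the score rests on single arrays. HK2, a hexokinase that traps glucose in the cell, had values of -0.27 (adjusted p = 0.062) in KMS-11/Cfz and 0.04 (adjusted p = 0.85) in KMS-34/Cfz, and PFKM, a phosphofructokinase, fell in KMS-34/Cfz (-0.25 (adjusted p = 0.026)). Without KMS-34/Cfz replicate 1 or 3, HK2 passed the threshold in KMS-11/Cfz (adjusted p = 0.022 to 0.032), as it did with cyclic loess, array weights or the line fitted alone (adjusted p = 0.021, 0.0025 and 0.018), and the call for PFKM in KMS-34/Cfz ended without KMS-34/Cfz replicate 1 or 2 or KMS-34 replicate 2 or 3 (adjusted p = 0.052 to 0.084) or with the line fitted alone or the largest-variance probe set (adjusted p = 0.17 and 0.06). HK2 also passed in KMS-11/Cfz without KMS-34/Cfz replicate 1, KMS-34 replicate 1 and KMS-11 replicate 3 together (adjusted p = 0.03).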

In view of increasing evidence that enhanced lipid catabolism and low glycolytic activity in slowly proliferating tumor cells is associated with autophagy induction and treatment resistance [45], the above observations raised the possibility that activation of prosurvival autophagy could be a mechanism adopted by the carfilzomib-resistant MM cells to counteract the deficiency of proteasome function and metabolic stress induced by carfilzomib treatment.

### Carfilzomib resistance is associated with prosurvival autophagy in MM cells

We first examined whether autophagic activity was increased in carfilzomib-resistant KMS-11/Cfz and KMS-34/Cfz cells by flow cytometry using the fluorescent dye Cyto-ID Green [46, 47]. Fluorescence signals reflect steady state levels of autophagosomes as a result of two offsetting processes: formation of autophagosomes and dissolution of autophagosomes upon lysosomal fusion. We found higher steady state levels of autophagosomes in resistant cells versus their parental counterparts in both MM cell line models (relative increase in autophagic activity based on Cyto-ID mean fluorescence intensity values = 16.6 ± 1.3, *P* < 0.05, paired Student's *t* test; see Materials and Methods for details) (Figure 4A).

**Figure 4:**
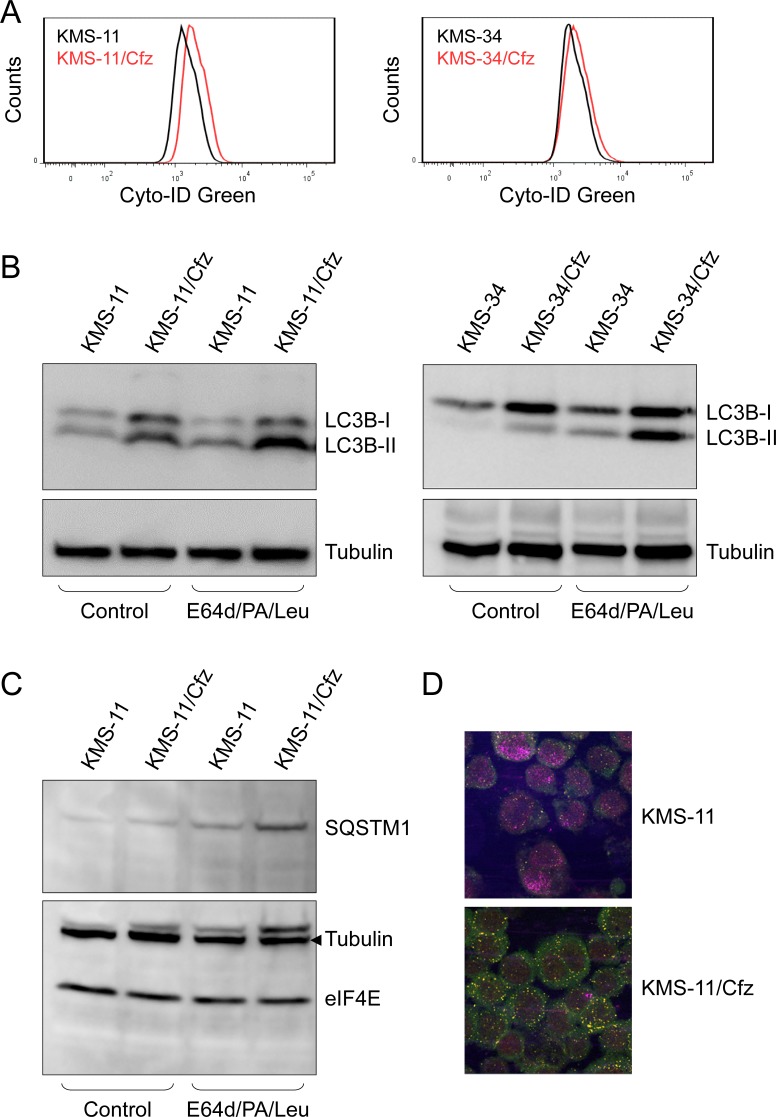
Autophagy is induced in carfilzomib-resistant KMS-11/Cfz and KMS-34/Cfz cells **A.** Fluorescence histograms of cells stained with the Cyto-ID Green autophagy detection reagent. Representative examples of three independent experiments are shown (*P* < 0.05, paired Student's *t* test). **B.**, **C.** To assess complete autophagic flux, cells were treated overnight with or without the lysosomal protease inhibitors E64d (10 μg/ml), pepstatin A (PA; 10 μg/ml), and leupeptin (Leu; 1 μg/ml) [52]. Cell lysates were probed with anti-LC3B **B.** or anti-SQSTM1 **C.**. **D.** Cells were labeled with anti-LC3B (Alexa Fluor 568, red) or anti-SQSTM1 (Alexa Fluor 488, green) antibodies, and immunofluorescence staining was analyzed by confocal laser scanning microscopy. Increased colocalization of the two factors in KMS-11/Cfz versus parental KMS-11 cells (yellow signals) correlated with acquisition of carfilzomib resistance (*P* < 0.003).

Second, we investigated autophagic flux by measuring the processing of LC3B, an ubiquitin-like protein that is converted during autophagy to a lipidated form (LC3B-II) associated with autophagosome membranes [34]. To distinguish between synthesis, modification and degradation rates of LC3B, the ratio of the LC3B-II faster migrating form to the nonlipidated precursor (LC3B-I) is determined in the absence or presence of inhibitors of lysosome-mediated proteolysis [48]. Both carfilzomib-resistant MM derivatives exhibited higher levels of synthesis and modification of LC3B (as measured by LC3B-II/LC3B-I ratio) in comparison to parental cells in the presence of a mixture of the lysosomal protease inhibitors E64d, pepstatin A and leupeptin (Figure 4B). Increased levels of the ubiquitin cargo receptor and autophagy substrate SQSTM1/p62 in KMS-11/Cfz cells in the presence of the lysosomal protease inhibitors was also consistent with more active autophagy (Figure 4C).

Next, since SQSTM1/p62 is recruited into autophagosomes by lipidated LC3B-II [49], we assessed the subcellular localization of LC3B and SQSTM1/p62 proteins by immunofluorescence confocal microscopy. In both KMS-11 and KMS-34 cell line models increased colocalization of the two factors correlated with acquisition of carfilzomib resistance (*P* < 0.003; Figure 4D). To further characterize autophagic activity, we used the fluorescent autophagosome-specific reporter construct encoding a GFP-LC3 fusion protein [50], and examined GFP-LC3 signals by fluorescence confocal microscopy in KMS-11 and KMS-11/Cfz cells treated with or without carfilzomib. An increased number of GFP-LC3-II puncta was observed in KMS-11/Cfz cells (Figure 5A). To determine whether this was associated with increased autophagic flux, cells were treated with carfilzomib in the presence of lysosomal protease inhibitors and the levels of endogenous LC3B-I and LC3B-II measured by western blotting. As shown in Figure 5B, the degree of LC3B-II stabilization as reflected by the relative increase in the LC3B-II/LC3B-I ratio was greater in carfilzomib-resistant versus parental MM cells (*P* < 0.0001). Similar results were obtained when the cells were cotreated with chloroquine which, by increasing lysosomal pH, inhibits autophagic protein degradation and blocks autophagosome-lysosome fusion (Figure 5B) [51].

**Figure 5:**
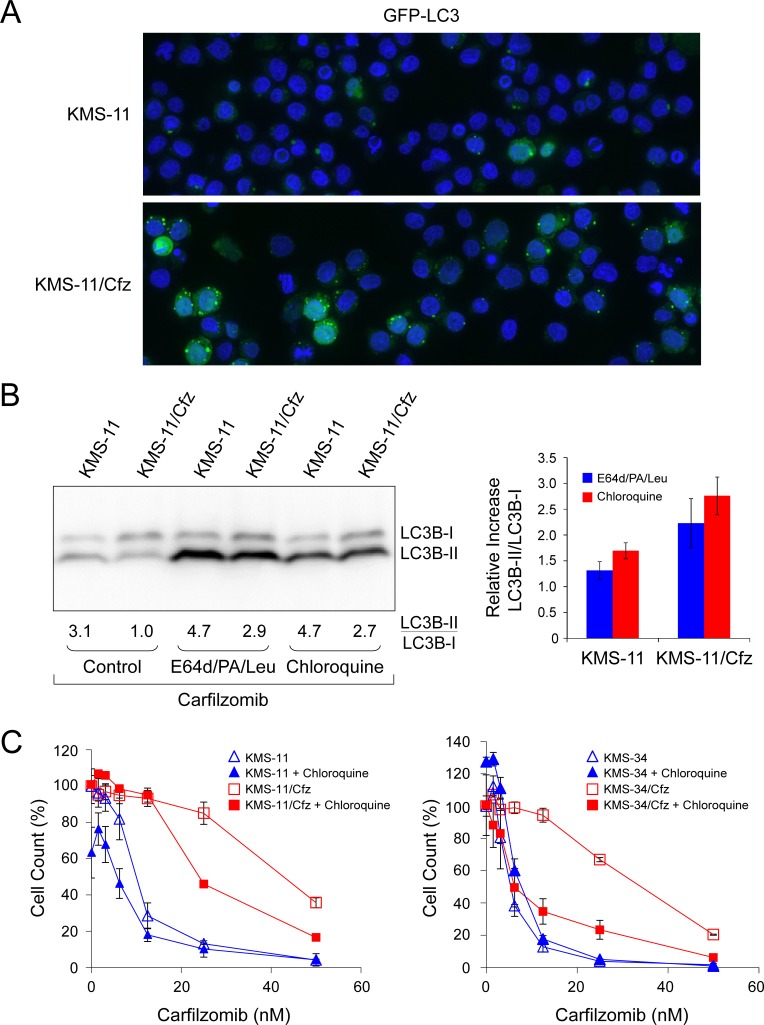
Prosurvival autophagy induction in carfilzomib-resistant MM cells is antagonized by lysosomal inhibitors and chloroquine **A.** Increased GFP-LC3 puncta formation in KMS-11/Cfz versus parental KMS-11 cells treated overnight with carfilzomib (50 nM). **B.** Increased stabilization of LC3B-II in KMS-11/Cfz versus parental KMS-11 cells upon autophagy inhibition. Representative western blot of LC3B levels of four independent experiments is shown (*P* < 0.0001). Cells were treated overnight with carfilzomib (50 nM) in the presence or absence of the lysosomal protease inhibitors E64d (10 μg/ml), pepstatin A (PA; 10 μg/ml), and leupeptin (Leu; 1 μg/ml) or chloroquine (10 μM). Densitometry was used to calculate the LC3B-II/LC3B-I ratios and the relative increases in the ratios upon autophagy inhibition with respect to carfilzomib only-treated controls are indicated in the graph on the right. **C.** Cells were treated with the indicated concentrations of carfilzomib for 72 hours in the presence or absence of chloroquine (10 μM). Cell viability was determined by alamarBlue assay. The data are presented as the mean ± S.D of three experiments. IC_50_ values were calculated by linear regression of the plots in the absence or presence of chloroquine: KMS-11/Cfz, 35 nM versus 22 nM; KMS-11, 12 nM versus 12 nM; KMS-34/Cfz, 35 nM versus 6 nM; KMS-34, 6 nM versus 6 nM.

The above results are consistent with the view that increased autophagic flux was occurring in the carfilzomib-resistant MM cells. Inhibition of autophagy by chloroquine treatment was previously reported to enhance carfilzomib-induced cell death of head and neck squamous cell carcinoma cell lines [52]. To test whether concomitant inhibition of autophagy would sensitize KMS-11/Cfz and KMS-34/Cfz to carfilzomib, the cells were treated with carfilzomib in the presence or absence of chloroquine, and cell growth was measured by alamarBlue assay. Importantly, cotreatment with chloroquine diminished carfilzomib resistance in both KMS-11/Cfz and KMS-34/Cfz cell lines, indicating that prosurvival autophagy contributes to acquired drug resistance in these MM cell line models (Figure 5C).

### KLF4 regulates the autophagy receptor gene SQSTM1

The SQSTM1/p62 protein is of particular interest given its role as an adaptor for both proteasomal and autophagic degradation of ubiquitinated proteins [20, 21]. As shown in Figure 6A, we confirmed that *SQSTM1* mRNA levels were higher in the carfilzomib-resistant MM derivatives and we demonstrated that the levels increased upon ectopic expression of *KLF4* in KMS-11 cells by qRT-PCR analysis. A review of the literature revealed that *SQSTM1* was included in a list of direct KLF4 binding targets detected by genome-wide ChIP analysis [53]. We therefore analyzed the genomic regions upstream of the *SQSTM1* transcription start sites, and identified evolutionally conserved KLF4-binding motifs (Figure 6B; Figure S2). We performed qPCR-based ChIP analysis in KMS-11 and KMS-11/Cfz cells and confirmed binding to these regions by endogenous KLF4 (Figure 6C). In these experiments, the *KLF4* promoter region was included as a positive control [55], whereas *GATA6* genomic regions were used as negative controls [28, 53]. These observations support the proposal that KLF4 contributes to carfilzomib resistance by upregulating *SQSTM1* expression in these MM cell line models.

**Figure 6:**
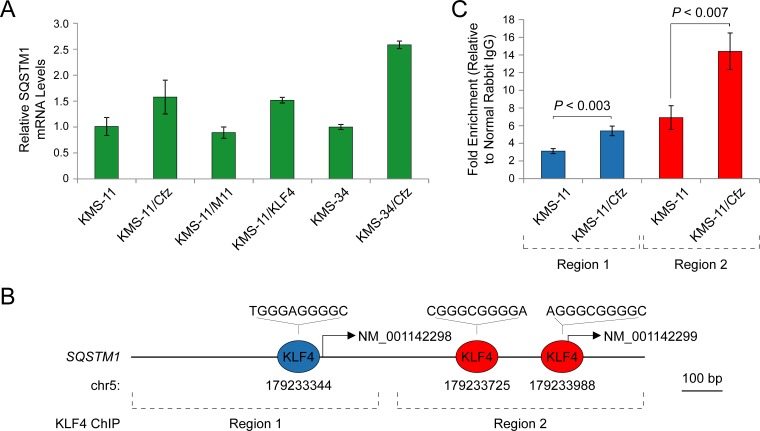
SQSTM1 is a direct target of KLF4 upregulated in carfilzomib-resistant KMS-11/Cfz and KMS-34/Cfz cells **A.** Expression of *SQSTM1* determined by qRT-PCR. KMS-11/KLF4, KMS-11 cells expressing a KLF4 cDNA. KMS-11/M11, KMS-11 cells transfected with a control vector. **B.** Evolutionarily conserved KLF4-binding motifs in the *SQSTM1* promoter regions upstream of the NM_001142298 and NM_001142299 transcription start sites (Figure S2; see also Table S3 of Zaret and colleagues [54]). **C.** Increased binding of KLF4 to the *SQSTM1* promoter regions indicated in **B.** in KMS-11/Cfz versus parental KMS-11 cells as determined by ChIP-qPCR.

To further investigate the potential relevance of a KLF4-associated autophagy component in MM, we identified *KLF4* profile neighbors across 304 MM patient samples in the Multiple Myeloma Research Consortium reference collection dataset (GEO accession number GSE26760). In agreement with earlier work [17, 18], the two genes dysregulated by the t(4;14) translocation, *WHSC1* and *FGFR3* [56], were among the top KLF4 neighbors (1,470 out of 54,675 total on the array). Moreover, the set was enriched for genes associated with the annotation term “autophagy” in the NCBI Gene database (*P* = 2.34 × 10^−4^). Importantly, the list included *SQSTM1* (Table S2). These results, demonstrating similarity in expression pattern and shared function [57], suggest that contribution to prosurvival autophagy is a clinically relevant aspect of *KLF4* expression as regards MM pathobiology.

### Elevated expression of KLF4 and SQSTM1 is prognostic of poor survival in a subgroup of WHSC1-positive MM patients

Shaughnessy and colleagues defined a high-risk subgroup of MM patients by gene expression profiling (designated PR) based on expression of certain cell cycle and proliferation-associated genes [58]. The PR subgroup signature was present in approximately 18% of newly diagnosed MM and increased during disease progression to 45% of relapsed cases; strikingly, many of the *WHSC1*-defined t(4;14)-positive samples were found to cluster in this subgroup [58]. We used the recently published PROGgeneV2 prognostic biomarker identification tool [59] to study the implications of *WHSC1*, *KLF4* and *SQSTM1* gene expression on overall survival of 47 MM patients in the PR subgroup (GEO accession number GSE2658). Using median gene expression values as bifurcation points, Cox proportional hazards analyses showed that elevated expression of these genes was associated with inferior 3-year survival outcomes (Figure 7). Kaplan-Meier plots indicated significant segregation in survival outcomes for patients with high versus low *WHSC1* expression (hazard ratio, HR = 1.95; 95% confidence interval/CI, 1.16-3.28; *P* = 0.01), with increasingly worse prognosis when high level coexpression of *KLF4* (HR = 4.33; 95% CI, 2.04-9.18; *P* = 1.0 − 10^−4^) (Figure 7B), and *KLF4* plus *SQSTM1* (HR = 8.40; 95% CI, 2.80-25.17; *P* = 1.0 × 10^−4^) (Figure 7C) were also considered. When high levels of coexpression of the autophagy-associated genes *MAP1LC3B* and *GADD45A* were also taken into account, significantly inferior overall survival outcomes were observed (HR = 51.21; 95% CI, 7.36-356.61; *P* = 1.0 × 10^−4^) (Figure 7D). Moreover, reduced tumor cell metabolism (e.g., as exemplified by low *HMGCR* or *LDHA* expression) was also associated with adverse outcomes, with high expression ratios of *KLF4* to *HMGCR* (HR = 3.47; 95% CI, 1.61-7.48; *P* = 0.02) (Figure 7E) and *KLF4* to *LDHA* (HR = 3.74; 95% CI, 1.66-8.43; *P* = 0.001) (Figure 7F) prognostic of poor 3-year survival rates.

**Figure 7:**
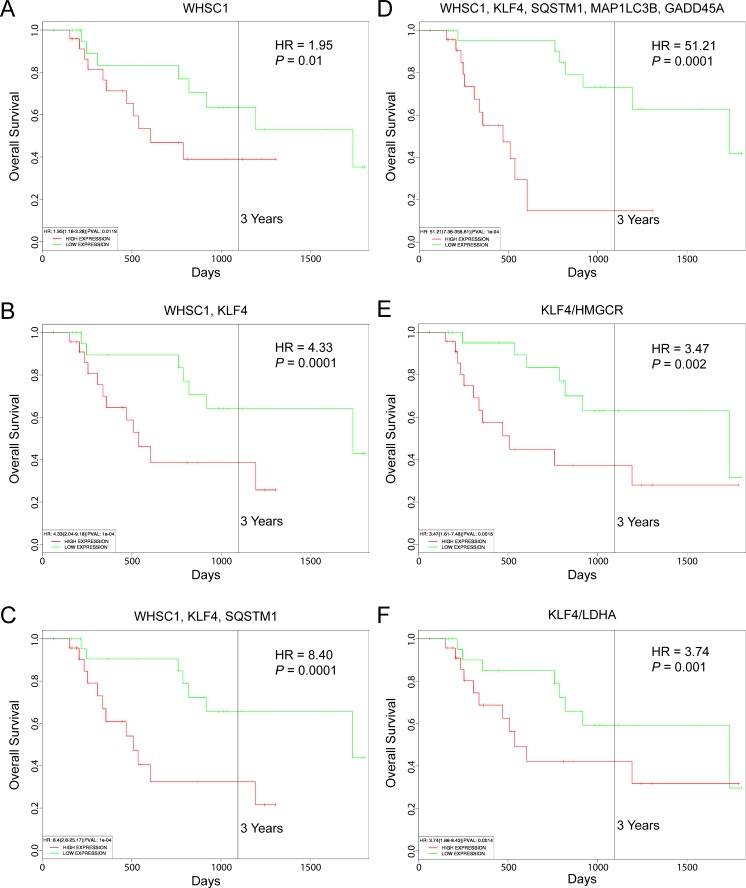
Prognostic value of WHSC1, KLF4 and SQSTM1 expression in MM patient survival outcomes Kaplan-Meier survival plots of 47 MM patients in a high-risk subgroup associated with refractory/relapsed disease (GEO accession number GSE2658) created using PROGgeneV2. **A.** *WHSC1* expression. **B.** Coexpression of *WHSC1* and *KLF4*. **C.** Coexpression of *WHSC1*, *KLF4* and *SQSTM1*. **D.** Coexpression of *WHSC1*, *KLF4*, *SQSTM1*, *MAP1LC3B*, and *SQSTM1*. **E.** Ratio of *KLF4* to *HMGCR* expression. **F.** Ratio of *KLF4* to *LDHA* expression. Median gene expression values were used as bifurcation points. HR, hazard ratio determined by Cox proportional hazards model.

## DISCUSSION

The molecular mechanisms associated with the development of clinical resistance to proteasome inhibitors remain to be fully elucidated [4-8]. Toward this end, we have endeavored to establish clinically-relevant carfilzomib-resistant MM cell lines [60]. In a previously published study, we found that upregulation of the *ABCB1*-encoded multidrug resistance efflux transporter P-glycoprotein contributed to increased carfilzomib resistance in KMS-34 MM cells cultured in low concentrations (6 nM) of the drug [13]. Notably, our analysis of microarray data acquired for a MM patient treated with carfilzomib revealed increased *ABCB1* expression during disease progression [61], suggesting that the mechanism could be relevant to carfilzomib resistance observed in the clinic [62]. To further elaborate mechanisms of carfilzomib resistance in MM, we adapted KMS-34/Cfz to growth in 12 nM carfilzomib and likewise established KMS-11/Cfz cells resistant to 12 nM carfilzomib by exposure to stepwise increasing concentrations of the drug. 

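ABCB1 encodes P-glycoprotein, a pump in the plasma membrane that exports many drugs, carfilzomib among them. Its mRNA rose in KMS-34/Cfz and not in KMS-11/Cfz. The log2 fold change was 1.26 (standard error 0.08, adjusted p = 4.0e-07) in KMS-34/Cfz, with arrays at 1.17, 1.27 and 1.35 relative to the parental mean, all above the 3 parental arrays. In KMS-11/Cfz it was -0.04 (standard error 0.08, adjusted p = 0.93), and the changes in the lines differed by 1.30 (adjusted p = 1.3e-05). Both probe sets of ABCB1 rose in KMS-34/Cfz, by 2.00 (adjusted p = 3.2e-07) and 0.53 (adjusted p = 0.018). Of 8 multidrug transporter genes, 1 rose and 0 fell (2 and 1 when adjusted over the list alone) in KMS-34/Cfz and 0 rose and 0 fell (0 and 0 when adjusted over the list alone) in KMS-11/Cfz (adjusted p = 0.59 and 0.58 from camera). In KMS-34/Cfz the list had a median of -0.05, a mean of 0.14 and a camera direction that is upward, and fry, which does not compare with other genes, gave an adjusted p = 0.0012. Of the 20 genes nearest to ABCB1 on chromosome 7, 18 had a positive log2 fold change in KMS-34/Cfz and 7 rose past the threshold, with a median of 0.24 over all of them.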

Unlike KMS-34/Cfz, KMS-11/Cfz did not exhibit increased expression of *ABCB1*. Instead, we found that a common mechanism of carfilzomib resistance was elevated levels of prosurvival autophagy, and that the pluripotency-associated transcription factor KLF4 [15] contributed to the carfilzomib-resistant phenotype. Our findings are in accord with those of two publications that appeared during revision of this manuscript reporting that KLF4 participates in autophagic pathways activated during stress responses in other settings [63, 64].

Substrates destined for selective autophagic destruction are recognized by receptor proteins which anchor the material to the expanding phagophore membrane via co-binding to lipidated LC3B-II [35, 36]. In recent years, the ubiquitin-proteasome and autophagy-lysosome systems, once considered independent processes for protein degradation, are now regarded as being interconnected. Impairment of either pathway has been reported to impact the other. Ubiquitination of proteins targeted for destruction serves as the mechanism of crosstalk and ubiquitin-binding cargo protein SQSTM1/p62 is a critical link [20, 21]. By upregulating SQSTM1/p62 levels in carfilzomib-resistant MM cells, KLF4 is postulated to contribute to prosurvival autophagy by facilitating delivery of aggregated substrates to autophagosomes via LC3B-II for subsequent destruction [65]. The relevance of this process in the MM therapeutic response to proteasome inhibition is supported by the recent finding that short hairpin RNA knockdown of *SQSTM1* mRNA resulted in failure of autophagosomes to trap ubiquitinated cargo in MM cells, converting prosurvival autophagy to apoptosis [66].

*KLF4* expression is consistently associated with MM patients carrying the t(4;14) translocation [17, 18]. Two genes are aberrantly expressed as a consequence of the translocation: *WHSC1*, encoding a histone methyltransferase (also referred to as *MMSET* or *NSD2*), and *FGFR3* encoding a transmembrane tyrosine kinase [56]. Gain- and loss-of function studies in MM cell lines have demonstrated that WHSC1 histone methyltransferase activity is involved in the epigenetic upregulation of *KLF4* [67, 68]. Notably, there is highly significant overlap (*P* < 1 × 10^−33^) between the WHSC1 target genes identified and the differentially expressed genes in KMS-11/Cfz (86 out of 887; FC ≥ 1.4) and KMS-34/Cfz (69 out of 888 genes, FC ≥ 1.5). Therefore, inhibition of WHSC1 enzymatic function or its ability to interact with chromatin may represent a promising future combination therapy for this subgroup of MM patients [67, 68].

Although the upstream pathways remain undefined, it is worth noting that induction of *KLF4* transcription was previously observed in endothelial cells treated with bortezomib or epoxomicin (the natural epoxyketone from which carfilzomib was derived) [69]. Increased levels of KLF4 have also been observed following inhibition of translation by depletion of the translation initiation factor eIF4GI [70]. As eIF4GI depletion was reported to phenocopy mTOR inhibition and promote autophagy [70], and inhibition of mTOR activity by rapamycin induced *KLF4* expression in other cells [71], mechanisms linking protein turnover and protein synthesis are implicated in *KLF4* upregulation in the context of acquired proteasome inhibitor resistance [72].

Overexpression of *KLF4* in MM cells was previously reported to result in cell cycle arrest [19]. We also observed that very high levels of exogenous *KLF4* expression reduced proliferation rates in KMS-11 and KMS-34 cells, with diminished transgene expression in cell populations that exhibited a growth advantage after 1 month of culture (Figure S3). In this regard, KLF4 has been reported to exert growth suppressive effects in B-cell non-Hodgkin lymphoma [37], yet a recent study found that high nuclear expression of KLF4 in Burkitt pediatric lymphoma was indicative of inferior overall survival [73]. Thus, as in other systems [16], KLF4 regulation of B cell proliferation is complex and likely dependent on multiple factors. Along these lines, *KLF4* was originally characterized as an epithelial oncogene by Rupert's group imparting a slow growth phenotype to the transformed cells [74]. In follow-up studies of breast cancer cases, these investigators found that small primary tumors having preferential nuclear localization of KLF4 correlated with an increased risk of death [30]. The relative proliferative activity of *WHSC1*-positive *KLF4*-expressing MM cells with respect to other MM samples in the PR subgroup defined by Shaughnessy and colleagues [58] is not known. However, the fact that the hazard ratio increased significantly for these MM patients upon consideration of autophagy-associated gene expression levels (Figure 7D), implicates activation of autophagy as a contributing factor to relapsed/refractory disease.

Beyond its function as a direct cell cycle regulator, KLF4 exerts inhibitory effects on metabolic pathways and macromolecular synthesis [75], which include repression of genes encoding key enzymes involved in glycolysis and cholesterol biosynthesis (i.e., *HMGCR*, *HMGCS1*, *MVK*, *LDHA*) [42, 44]. Recent studies have shown that autophagy plays important roles in glucose homeostasis and lipid metabolism [76, 77], and the inverse relationship between autophagy and cell growth is becoming increasingly appreciated [78]. Although the KLF4 metabolic target genes in Figure 3C, including *HMGCR* and *LDHA* were only modestly downregulated upon acquisition of carfilzomib resistance, inhibition of HMGCR or LDHA enzymatic activity has resulted in autophagy induction in cancer cells [79, 80]. Furthermore, high gene expression ratios of *KLF4* to *HMGCR* and *KLF4* to *LDHA* were associated with adverse outcomes of certain MM patients (Figure 7E, 7F). Collectively, these results may raise a cautionary note regarding potential anti-MM therapeutic strategies that target these metabolic enzymes [81, 82].

*KLF4* levels decrease during B cell activation and differentiation into plasma cells [25-27]. Increased expression of *KLF4* in the carfilzomib-resistant KMS-11/Cfz and KMS-34/Cfz cells was indicative of “dedifferentiation” to an earlier maturation stage (Figure 1). Negative regulation of *SLAMF7* encoding plasma cell-specific CD319 [27, 31] by ectopic *KLF4* expression in KMS-11 cells (Table 1) suggests a potential role in the process. That this MM cell line phenomenon is biologically relevant is supported by work from Yaccoby who first described the ability of primary MM cells to dedifferentiate into an immature plasmablastic phenotype upon long-term co-culture on osteoclasts [83]. More recently, Karadimitris and colleagues reported epigenetic plasticity in MM patient samples and xenograft assays, where clinical drug resistance was attributed to bidirectional transitions between MM plasma cells and more quiescent pre-plasma cells [84]. Our results also complement the recent findings of Tiedemann and colleagues implicating less mature pre-plasma cells as contributing to therapeutic proteasome inhibitor resistance in MM [7]. Considered from this perspective, it is notable in view of its activity as a reprogramming factor that KLF4 target genes in embryonic stem cells were enriched in the differentially expressed genes in KMS-11/Cfz and KMS-34/Cfz cells [28]. These results suggest potential parallels with putative cancer stem-like cells [13, 85]. In line with this notion, it has been reported that overexpression of *KLF4* in breast cancer cells led to an increase of the cancer stem cell-like population [86]. In that work, *KLF4*-mediated maintenance of stem cell-like characteristics was accompanied by increased cell migration and invasion of the malignant cells. Our future studies will further examine the mechanistic ramifications of *KLF4* expression as regards relapse and treatment resistance in MM, and the utility of the KMS-11/Cfz and KMS-34/Cfz MM models for the development of novel autophagy-targeting combination therapies.

## MATERIALS AND METHODS

### Cell lines, plasmids and transfections

KMS-11 and KMS-34 MM cells were a kind gift from Dr. P. Leif Bergsagel (Mayo Clinic, Scottsdale, AZ) [87]. Cells were cultured in RPMI 1640 with GlutaMAX (Life Technologies) supplemented with 10% fetal bovine serum (Cambrex BioScience), 100 U/ml penicillin and 100 μg/ml streptomycin. The KLF4 expression vector containing a KLF4 cDNA (Accession No. BC030811.1) under the control of a cytomegalovirus promoter in the pReceiver-M11 backbone was from GeneCopoeia (Cat. No. EX-Z0482-M11). The pBABEpuro GFP-LC3 autophagy reporter plasmid was from Addgene (Plasmid No. 22405) [86]. Transfections were performed using the Amaxa nucleofector system with solution V and program X-001 settings (Lonza). Transfected cell lines were selected in 0.5 mg/ml G418 (pReceiver-M11 KLF4) or 0.5 μg/ml puromycin (pBABEpuro GFP-LC3). GFP-LC3-expressing cells were sorted on a FACSAria instrument equipped with FACSDiva software (BD Biosciences).

### Antibodies and reagents

The following antibodies were used: anti-KLF4 (D1F2) rabbit mAb (Cell Signaling Technology, Cat. No. 12173); anti-α-tubulin mouse mAb (DM1A) (EMD Millipore Corporation, Cat. No. CP06); anti-p62/SQSTM1 (Clone 3) mouse mAb (BD Transduction Laboratories, Cat. No. 610832); anti-LC3B affinity isolated rabbit polyclonal antibody (Sigma-Aldrich, Cat. No. L7543); and anti-eIF4E (P-2) mouse mAb (Santa Cruz Biotechnology, Cat. No. sc-9976). Carfilzomib was obtained from Active Biochem (Cat. No. A-1098), chloroquine was purchased from Selleck Chemicals (Cat. No. S4157), and the lysosomal inhibitors E-64d (Cat. No. E8640), leupeptin (Cat. No. 103476-89-7) and pepstatin A (Cat. No. 77170) were from Sigma-Aldrich.

### Microarray gene expression analysis and quantitative real-time qRT-PCR validation

Total RNA was isolated with the miRNeasy mini kit (Qiagen, Cat. No. 217004). Microarray gene expression analysis of triplicate samples was carried out by Expression Analysis, Inc. (Durham, NC) using Affymetrix GeneChip Human Genome U133 Plus 2.0 arrays. The data have been deposited in GEO (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE69078. Reverse transcription was performed with the SuperScript VILO cDNA synthesis kit (Life Technologies, Catalog No. 11754-250). Real-time qRT-PCR was performed using the Power SYBR Green reagent (Life Technologies, Cat No. 4368708) on an ABI Prism 7000 Sequence Detection System (Life Technologies) as previously described [13]. Primers synthesized by Sigma-Aldrich included: CCND1, forward, GCTCACGCTTACCTCAACCA, reverse, GACAGACAAAGCGTCCCTCA; CYP1A1, forward, GCTGCCTTCTGGCCTTGTAA, reverse, TGCCTGGATATGTGCACTCC; GLIPR1, forward, GACTGCGTTCGAATCCATAACA, reverse, GCTGGGTCCCAAGTCATGTA; HGF, forward, GACGCAGCTACAAGGGAACA, reverse, GGCAAAAAGCTGTGTTCGTG; HOXB7, forward, TGCAGTTTTGTAAGCCCTCT, reverse, GCAACCACAGGGTTAGTCCA; ID1, forward, CCAGCACGTCATCGACTACA, reverse, GGGGGTTCCAACTTCGGATT; IFIT3, forward, CTGGGTGGAAACCTCTTCAGC, reverse, GACCTCACTCATGATGGCTGTTTC; IGF1, forward, TGCAGGAGGGACTCTGAAAC, reverse, GCTGCGTGATATTTGAAAGGT; KLF4, forward, TCCATTACCAAGAGCTCATGCC, reverse, CGCGTAATCACAAGTGTGGG; MAPT, forward, AGCTTGTAGCTGCCAACCTC, reverse, TTTCCAAGGGGGTGTGTTCC; NQO1, forward, TAGCATTGGGCACACTCCAG, reverse, CCAGGCGTTTCTTCCATCCT; P4HA2, forward, GACACTTCCCTCTGTGACCA, reverse, TCATGTGCCCAATAGAGGTG; PSMB5, forward, CAGTACAAAGGCATGGGGCT, reverse, TCAGACACAGGGCCTCTCTTA; SLAMF7, forward, AGTCTGGCACGTAAGATGAACA, reverse, TCAAAAGCAGCCATTCCCCT; SQSTM1, forward, CTCCGCGTTCGCTACAAAAG, reverse, CAGAAGGTAGGCCTTCACGG; and TLR4, forward, TGCCGTTTTATCACGGAGGT, reverse, GGGAGGTTGTCGGGGATTTT.

### Chromatin immunoprecipitation (ChIP)

ChIP was performed on the *SQSTM1* promoter regions with 20 μg total chromatin and 5 μg of anti-KLF4 (D1F2) rabbit mAb using the SimpleChIP Enzymatic Chromatin IP Kit (Magnetic Beads) (Cell Signaling, Cat. No. 9003), and 4% of the precipitated material was used per qPCR reaction. *GATA6* was included as a non-target promoter. Background ChIP levels were obtained using 5 μg of normal rabbit IgG (Cat. No. 2729). Primers used were: SQSTM1 promoter region 1, forward, AGCTTTGTGCCCTGTACTCA, reverse, TGCAGTGAGCCTGATACCTG; SQSTM1 promoter region 2, ACCTCTGTGACCTTGGGTCT, reverse, GCTGTCCCGACGCTGAG; GATA6 promoter region 1, forward, TGTTGAACTGTGCAGCTTTTCT, reverse, TAATGATGCACACACAACCTGA; GATA6 promoter region 2, forward, ATTCCCAGCAGGCTTATTGTAAA, reverse, CAGAAGCAGACAACCACGATAG.

### Confocal microscopy

Cells (2.5 × 10^5^) were centrifuged onto a microscope slide at 1,000 rpm for 5 minutes using a Shandon Cytospin 4 instrument. The cells were then immediately fixed in 3.7% formaldehyde for 5 minutes at room temperature and permeabilized with 0.5% Triton X-100 in phosphate-buffered saline (PBS) for 15 minutes at room temperature. Following permeabilization, the cells were rinsed with PBS and blocked in PBS containing 10% goat serum and 0.01% Triton X-100 for 1 hour at room temperature. The cells were then incubated with anti-KLF4 and anti-eIF4E antibodies diluted to final concentrations of 0.4 μg/ml, in PBS containing 1% goat and 0.01% Triton X-100 for 1 hour at room temperature. The cells were rinsed with PBS and then incubated with Alexa Fluor 568-conjugated goat anti-rabbit and Alexa Fluor 488-conjugated goat anti-mouse secondary antibodies (Life Technologies) diluted 1:500 in PBS containing 1% goat serum and 0.01% Triton X-100 for 1 hour at room temperature. The cells were rinsed with PBS and mounted with Fluoromount G (Electron Microscopy Sciences). Cells expressing the GFP-LC3 reporter were fixed in 1% methanol free paraformaldehyde (Electron Microscopy Sciences) in PBS overnight at 4°C then centrifuged onto a microscope slide and mounted with Fluoromount G. Imaging analysis was performed on a Cell Observer SD spinning disk confocal system equipped with Zen software (Carl Zeiss Microscopy).

### Cytotoxicity assay

Cells were treated with carfilzomib and chloroquine at the indicated concentrations and cell growth was measured using the alamarBlue cell viability and proliferation reagent (Life Technologies) as previously described [13].

### Autophagy detection

Autophagy was measured with the Cyto-ID autophagy detection kit (Enzo, Cat. No. ENZ-51031-K200) using a FACSAria instrument, and data were analyzed with FlowJo Mac v10.0.2 (Tree Star). Autophagy activity factor (AAF) values were calculated using the following equation: AAF = 100 × (MFI _carfilzomib-resistant_ − MFI _parental_) / MFI _carfilzomib resistant_. MFI is mean fluorescence intensity, and AAF expresses the level of autophagy in live cells as the difference between the amount of Cyto-ID Green autophagy dye within cells [46]. GFP-LC3 puncta were detected by confocal microscopy as described above.

## SUPPLEMENTARY MATERIAL FIGURES AND TABLES

# Supplementary material for: KLF4-SQSTM1/p62-associated prosurvival autophagy contributes to carfilzomib resistance in multiple myeloma models
**Source:** Oncotarget. 2015 Jun 19;6(17):14814–31. doi: 10.18632/oncotarget.4530
**Supplement:** Supplementary file 1

# KLF4-SQSTM1/p62-associated prosurvival autophagy contributes to carfilzomib resistance in multiple myeloma models

## Supplementary Material

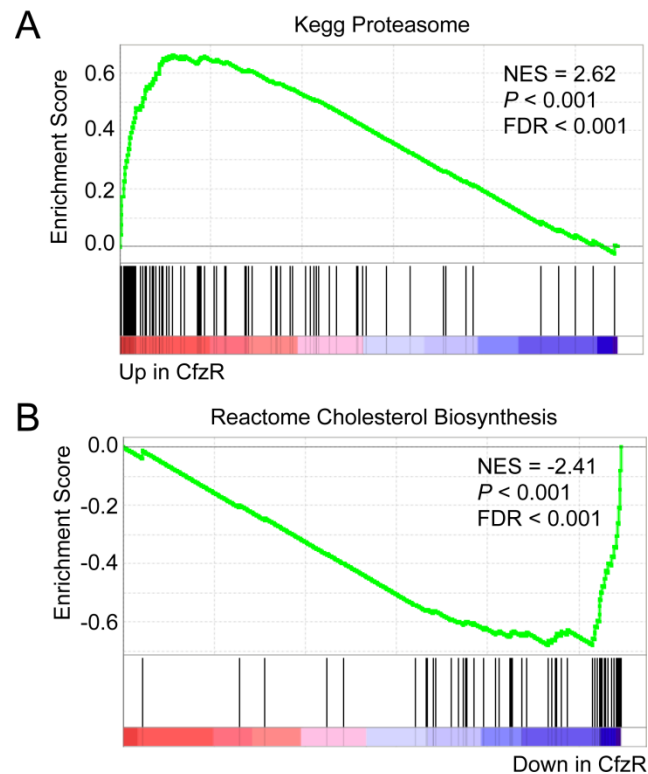

**Supplementary Figure S1: GSEA enrichment plots associated with acquisition of carfilzomib resistance in KMS-11/Cfz and KMS-34/Cfz cells. (A) Gene set: KEGG\_PROTEASOME. (B) Gene set: REACTOME\_CHOLESTEROL\_BIOSYNTHESIS. FDR, false discovery rate; NES, normalized enrichment score; CfzR, carfilzomib-resistant derivatives.**

| KLF4 motif (M01588)       | (t/a)GGG(c/t/a)G(t/g)GG(c/t) |
|---------------------------|------------------------------|
| chr5: 179233344-179233353 | T GGG A G G GG C             |
| chr5: 179233725-179233734 | C GGG C G G GG A             |
| chr5: 179233988-179233997 | A GGG C G G GG C             |

**B**

|              |                                      |
|--------------|--------------------------------------|
| Human        | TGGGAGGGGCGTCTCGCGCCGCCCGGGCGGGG     |
| Chimp        | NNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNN |
| Gorilla      | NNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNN |
| Orangutan    | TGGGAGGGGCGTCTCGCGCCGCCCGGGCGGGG     |
| Baboon       | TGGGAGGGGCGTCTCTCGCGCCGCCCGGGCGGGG   |
| Green_monkey | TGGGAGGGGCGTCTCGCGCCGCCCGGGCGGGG     |
| Bushbaby     | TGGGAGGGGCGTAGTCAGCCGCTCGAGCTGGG     |
| Mouse        | TGGGAGG                              |
| Rabbit       | -----                                |
| Pig          | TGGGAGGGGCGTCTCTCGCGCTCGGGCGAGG      |
| Dolphin      | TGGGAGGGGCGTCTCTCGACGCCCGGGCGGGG     |
| Cow          | -GGGAGGGGCGTCCCGCGCGGCC-GGGCGGGG     |
| Dog          | TGGGAGGGGCGTCC-CGCG-CGCGCCGGGGCGGGG  |
| Elephant     | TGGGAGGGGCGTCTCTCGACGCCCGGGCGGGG     |

```

Human      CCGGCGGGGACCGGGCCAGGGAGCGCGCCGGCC
Chimp      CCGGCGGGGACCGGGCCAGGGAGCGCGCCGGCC
Gorilla    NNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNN
Orangutan  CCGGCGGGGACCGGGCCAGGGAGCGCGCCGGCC
Baboon     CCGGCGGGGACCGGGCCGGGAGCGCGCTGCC
Green_monkey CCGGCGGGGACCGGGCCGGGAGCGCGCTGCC
Bushbaby   CCGGCGGGGACCGGAGTGGGACCGCGAGCG
Mouse      CCGG-----AGGAGGCTACA
Rabbit     =====
Pig        CCGGCGGGG-----ATGCAGCGCGGCTGCC
Dolphin    CCGGCGAGGG-----ATCGGGCGGGCTGCC
Cow         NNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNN
Dog         CCGGCGGGG-----GCGCGGG-----CAG
Elephant   CCGG-----

```

|              |                                   |
|--------------|-----------------------------------|
| Human        | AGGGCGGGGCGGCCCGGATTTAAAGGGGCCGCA |
| Chimp        | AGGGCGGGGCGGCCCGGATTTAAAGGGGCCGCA |
| Gorilla      | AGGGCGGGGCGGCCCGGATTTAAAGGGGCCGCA |
| Orangutan    | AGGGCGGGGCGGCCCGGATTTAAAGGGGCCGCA |
| Baboon       | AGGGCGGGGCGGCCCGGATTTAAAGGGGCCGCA |
| Green_monkey | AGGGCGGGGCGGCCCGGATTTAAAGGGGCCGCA |
| Bushbabe     | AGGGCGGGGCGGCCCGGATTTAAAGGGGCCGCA |
| Mouse        | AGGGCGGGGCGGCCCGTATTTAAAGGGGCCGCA |
| Rabbit       | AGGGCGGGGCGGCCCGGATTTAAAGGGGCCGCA |
| Pig          | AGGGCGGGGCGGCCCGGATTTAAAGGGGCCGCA |
| Dolphin      | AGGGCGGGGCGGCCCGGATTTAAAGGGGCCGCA |
| Cow          | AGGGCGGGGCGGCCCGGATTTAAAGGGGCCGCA |
| Dog          | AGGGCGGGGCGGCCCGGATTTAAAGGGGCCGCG |
| Elephant     | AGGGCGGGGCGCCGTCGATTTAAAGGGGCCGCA |

**Supplementary Figure S2: Evolutionarily conserved KLF4-binding sites in the *SQSTM1* promoter regions.** **(A)** Positions of KLF4 consensus motifs (TRANSFAC Motif ID, M01588) in the human *SQSTM1* gene. **(B)** Alignment of the sequences in (A) across species (blue highlighted regions). Note that the KLF4 motif (AGGGCGGGGC) in region 2, chr5: 179233988-179233997, of the *SQSTM1* promoter shows almost perfect conservation across all 14 species.

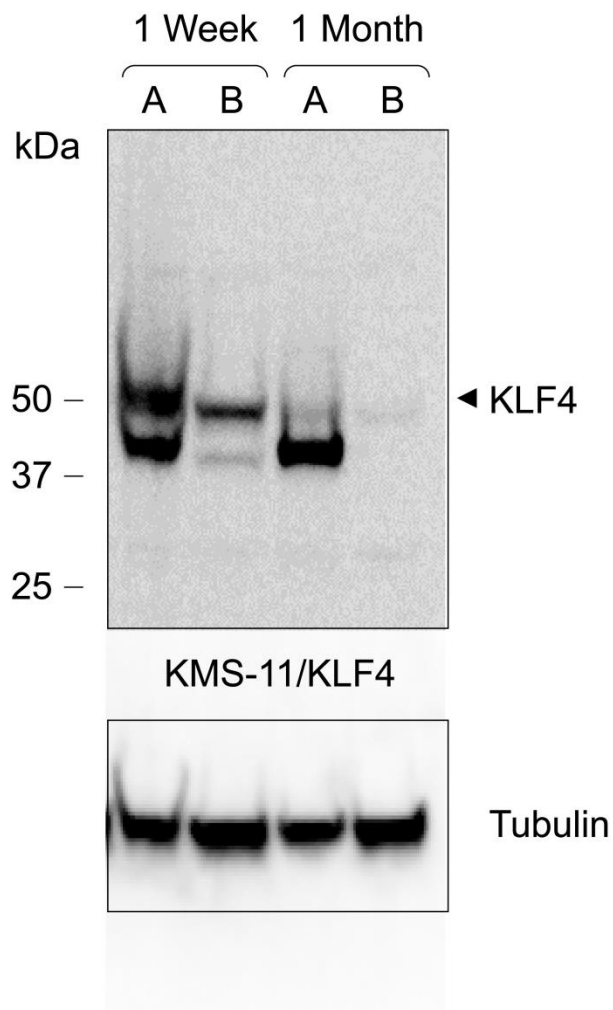

**Supplementary Figure S3: Overexpression of exogenous KLF4 is selected against during growth of KMS-11/KLF4 cells in culture.** KLF4 protein levels were detected by western blotting with rabbit anti-KLF4 monoclonal antibodies against the carboxyl terminus (D1F2; Cell Signaling). Cell populations that grew out after 1 month of culture had diminished levels of exogenous KLF4 expression. A and B denote two independent transfections.

**Supplementary Table S1. Differentially expressed genes in KMS-11/Cfz versus KMS-11**

**Supplementary Table S1. Differentially expressed genes in KMS-34/Cfz versus KMS-34**

**Supplementary Table S2. Top KLF4 profile neighbors across 304 MM patient samples in the Multiple Myeloma Research Consortium reference collection dataset (GEO accession number GSE26760) with the annotation term "autophagy".**

| Probe Set ID | r ≥ 0.2 wrt 221841_s_at (KLF4) | Symbol                | Gene ID       |
|--------------|--------------------------------|-----------------------|---------------|
| 200620_at    | 0.27                           | TMEM59                | 9528          |
| 201848_s_at  | 0.21                           | BNIP3                 | 664           |
| 201849_at    | 0.24                           | BNIP3                 | 664           |
| 202877_s_at  | 0.30                           | CD93                  | 22918         |
| 202878_s_at  | 0.26                           | CD93                  | 22918         |
| 204006_s_at  | 0.30                           | FCGR3A///FCGR3B       | 2214///2215   |
| 204007_at    | 0.31                           | FCGR3B                | 2215          |
| 200645_at    | 0.24                           | GABARAP               | 11337         |
| 208868_s_at  | 0.25                           | GABARAPL1             | 23710         |
| 208869_s_at  | 0.29                           | GABARAPL1             | 23710         |
| 211458_s_at  | 0.30                           | GABARAPL1///GABARAPL3 | 23710///23766 |
| 208786_s_at  | 0.21                           | MAP1LC3B              | 81631         |
| 209733_at    | 0.22                           | MID2                  | 11043         |
| 1559822_s_at | 0.20                           | MTDH                  | 92140         |
| 207075_at    | 0.22                           | NLRP3                 | 114548        |
| 216015_s_at  | 0.24                           | NLRP3                 | 114548        |
| 209018_s_at  | 0.27                           | PINK1                 | 65018         |
| 209019_s_at  | 0.27                           | PINK1                 | 65018         |
| 227892_at    | 0.24                           | PRKAA2                | 5563          |
| 242531_at    | 0.21                           | RRAGC                 | 64121         |
| 202917_s_at  | 0.30                           | S100A8                | 6279          |
| 214370_at    | 0.27                           | S100A8                | 6279          |
| 203535_at    | 0.31                           | S100A9                | 6280          |
| 222258_s_at  | 0.23                           | SH3BP4                | 23677         |
| 1558331_at   | 0.25                           | SIRT2                 | 22933         |
| 244804_at    | 0.21                           | SQSTM1                | 8878          |
| 241018_at    | 0.22                           | TMEM59                | 9528          |
| 212602_at    | 0.33                           | WDFY3                 | 23001         |
| 212606_at    | 0.30                           | WDFY3                 | 23001         |
| 238660_at    | 0.23                           | WDFY3                 | 23001         |
| 218810_at    | 0.27                           | ZC3H12A               | 80149         |

Complete list @ [http://amigo.geneontology.org/amigo/search/bioentity?q=\\*&fq=regulates\\_closure:%22GO:0006914%22&sfq=document\\_category:%22bioentity%22](http://amigo.geneontology.org/amigo/search/bioentity?q=*&fq=regulates_closure:%22GO:0006914%22&sfq=document_category:%22bioentity%22)

How the deposited data were processed for this re-analysis (not part of the article)

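RNA of KMS-11, KMS-11/Cfz, KMS-34 and KMS-34/Cfz cells was measured on Affymetrix human genome arrays with 3 replicates of each, 12 arrays in all. The resistant derivatives had been selected in 12 nM carfilzomib and had grown for 1 week without it. The sample labels give 4% fetal bovine serum and the methods of the paper give 10%, for all 4 groups alike. The authors normalized the arrays with RMA on the log2 scale (version not stated), and the table holds 54613 probe sets with values from -7.75 to 8.64. Each probe set is centred near the middle of its 12 values, as 99.99% of the probe sets have 3 to 9 values below 0, so a value gives a difference from the other arrays and not an expression level. Of the probe sets, 41091 name 1 gene (41037 of them with a gene number in the reference), 1801 name several genes and 11721 name none. Medians of the arrays lay between -0.02 and 0.01. Fold changes were checked against Table S1 of the paper, and all of its 886 probe sets for KMS-11/Cfz and 888 for KMS-34/Cfz matched within 1% and in direction, apart from 3 and 1 for which it gives no direction.

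All 12 arrays entered 1 linear model with a mean for each of the 4 groups in limma 3.58.1 under R 4.3.3 (lmFit, contrasts.fit and eBayes). The contrasts were resistant against parental cells within each line, the mean of these contrasts over both lines, and the KMS-34 contrast minus the KMS-11 contrast as an interaction. P-values were adjusted by the Benjamini-Hochberg method over all probe sets, or over 19775 genes for values of single genes, with a threshold of 0.05, and are two-sided. For a gene, all probe sets that name it alone were averaged, which applies to 10523 genes with more than 1 probe set. The choice had been the probe set with the highest mean, which centred values cannot give, so the average, an alternative written down beforehand, took its place after some values had been seen. Neither a filter on dim probe sets nor a check of control probe sets was run, because the centred values hold no level and the table holds 0 control probe sets. In KMS-34/Cfz, 9 genes have probe sets past the threshold in both directions, and in KMS-11/Cfz 0 do.

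The 25 lists of genes were tested with camera of limma at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, which asks whether the genes of a list move on balance 1 way and does not compare them with other genes. They cover the proteasome, immunoproteasome, cholesterol biosynthesis, other SREBP targets, autophagy, lysosome, NRF2 targets, plasma cell, B cell, unfolded protein response, ATF4 targets, glycolysis, hypoxia targets, proliferation, interferon-stimulated genes, heat shock, replication-dependent histones, multidrug transporters, markers of T and NK cells, monocytes, erythroid and stromal cells, and 3 groups of genes that the study chose: those of Table 1, the lipid genes and the autophagy genes of its text. GSEA was run with fgsea 1.28.0 on the lists with at least 5 genes, ranked by the signal-to-noise ratio of the 6 resistant against the 6 parental arrays, with 10000 permutations of genes. This ranking has no cell line term. Leaving out 1 array makes the lines unequal between the groups and brings their difference into the ranking. The gene sets of the paper's GSEA and its lists of KLF4 targets were not used here, so its enrichment scores were not compared. Correlations of the arrays with qRT-PCR used 100000 permutations. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 served for the tables and figures.

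The groups, the tests, the lists, the alternatives and the rule for naming genes were set before the data were examined, except where stated, and the values of Table S1 had been seen by then. Named are the genes of the paper's Results text, Table 1 and the heat maps of Fig. 1 and 3, for each line the 10 largest rises and the 10 largest falls past the threshold with no overlap between resistant and parental arrays, the 10 rises and 10 falls shared by both lines with the largest smaller change, and up to 4 members of each list per line. Genes at the ends of chromosomal blocks and the neighbours of ABCB1 were chosen after their values were seen. The alternatives were a fit of each line alone, the replicate number as a block, aligned array medians, cyclic loess scaling, a variance trend, array weights, no cell line term, a stricter threshold, other rankings and windows, and leaving out each array in turn. The alternatives added later were 2: the probe set with the largest variance for each gene, and the joint omission of 3 arrays. Other scalings, an omitted array and medians of whole chromosomes were added later for neighbouring genes, and the list of the paper's genes was completed after the values had been opened. With simulated changes, 59% of 100 changes of 0.5 and 99% of 100 changes of 1 on the log2 scale were recovered in KMS-34/Cfz, with 8 false calls among all probe sets (9 in KMS-11/Cfz), and a simulated shift of 0.15 in the proteasome list was recovered at an adjusted p = 2.1e-21 with 0 of the 24 other lists called. On the real arrays the proteasome genes had an estimated correlation of 0.43, so these rates need not hold for the real data. Arrays carry no count of molecules, so their number and the spread between them limit the precision. Without KMS-34/Cfz replicate 1, which lay farthest from its group, 1447 probe sets changed in KMS-11/Cfz and 5082 in KMS-34/Cfz. With all arrays, 955 and 3849 did. Western blots, flow cytometry, chromatin immunoprecipitation, transfections and patient data were not analysed here.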

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

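The tests of a technical component shared between arrays, of a gained segment around ABCB1, of cross-hybridisation, of the order of changed genes along the chromosomes and of array scaling in that pattern were chosen only after the results were seen.

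The derivatives of KMS-11 and KMS-34 differed from their parental cells in partly different genes. Of 159 genes named in the text, the change of 95 differed between the lines by the interaction test of limma, and the values in brackets are the log2 change in KMS-34/Cfz minus that in KMS-11/Cfz. Some genes changed in opposite directions in the lines: CRIP1 (-1.98), GABARAPL1 (-1.70), PSMD2 (-0.53), HLA-DPB1 (0.91), LAIR1 (1.27), PRR5 (1.97), HLTF (2.36) and PLAC8 (2.68). Among genes that passed the threshold in KMS-11/Cfz alone, the change was lower in KMS-34/Cfz for PIR (-1.60), LRRN1 (-1.42), EMP3 (-1.22), RBM11 (-0.94), NXN (-0.91), DDX60 (-0.90), CYP39A1 (-0.87), TALDO1 (-0.78), MAN2B1 (-0.78), GLA (-0.76), GAA (-0.71), CTSD (-0.69), MAPT (-0.56), IFI44 (-0.49), PSMC2 (-0.44), PSMD1 (-0.43) and PSMB6 (-0.41). It was higher there for ERO1A (0.35), IGF1 (0.39), SKP2 (0.49), MZB1 (0.54), PHGDH (0.72), DDIT4 (0.75), WIPI1 (0.90), H2BC4 (0.93), CCR10 (1.03), SEMA4A (1.10), PRSS2 (1.14) and EDNRB (1.65). Genes that passed it in KMS-34/Cfz alone were lower there for INAVA (-3.19), CDC42EP1 (-1.96), YOD1 (-1.79), ADGRL1 (-1.68), DNAAF3 (-1.60), LHX8 (-1.54), MKX (-1.53), SLC16A9 (-1.36), IL6R (-1.30), EPHX1 (-1.07), BANK1 (-0.91), HGF (-0.81), PMVK (-0.66), ELOVL6 (-0.54), MCOLN1 (-0.41) and PAM (-0.35). They were higher there for PSMB8 (0.40), HSPH1 (0.43), TLR4 (0.43), LAMP3 (0.49), BACH2 (0.51), TUBB2A (0.52), IFI6 (0.58), RHOBTB3 (0.61), PARP12 (0.66), OAS1 (0.66), TP53INP2 (0.72), HLA-DRA (0.75), JCHAIN (0.77), ALOX5AP (0.80), SESN2 (0.88), PPM1E (0.97), PARP9 (1.01), LRP11 (1.08), BCAT1 (1.27), VLDLR (1.27), TUBB2B (1.30), ABCB1 (1.30), EPSTI1 (1.33), MROCKI (1.55), SELENOP (1.67), NR2F1 (1.84) and CCL2 (2.66). In genes that changed the same way in both lines, the size differed for CCND1 (-1.56), BLVRB (-1.56), HBD (-0.69), PMEPA1 (-0.63), GBP3 (-0.60), HOXB7 (-0.36), LY96 (0.41), HMGCS1 (0.51), FKBP11 (0.54), H2BC21 (0.58), H2AC6 (0.71), NIBAN1 (0.80), TMEM255A (0.84), PCP4 (0.86) and SLC7A7 (1.57). Leaving out 1 array changed the call in at least 1 line for 26 of these 95 genes, so these groups rest partly on single arrays. Among the genes with opposite directions, calls in KMS-34/Cfz ended for LAIR1 without any 1 array but KMS-34 replicate 3 (adjusted p = 0.052 to 0.17), for HLA-DPB1 without KMS-11/Cfz replicate 1, KMS-34/Cfz replicate 1 or 3, KMS-11 replicate 1 or any KMS-34 array (adjusted p = 0.055 to 0.1), for HLTF without KMS-34/Cfz replicate 2 or 3 or KMS-34 replicate 1 or 3 (adjusted p = 0.083 to 0.12) and for PSMD2 without KMS-34/Cfz replicate 2 (adjusted p = 0.0502). In KMS-11/Cfz they ended for PLAC8 without KMS-11/Cfz replicate 1 or 2 or any KMS-11 array (adjusted p = 0.055 to 0.12) and for PSMD2 without KMS-11/Cfz replicate 1 (adjusted p = 0.052). Cyclic loess scaling brought LAIR1 in KMS-34/Cfz to 0.014 (adjusted p = 0.97), and its call also ended with the line fitted alone (adjusted p = 0.22). That for HLA-DPB1 in KMS-34/Cfz ended with array weights or the line fitted alone (adjusted p = 0.072 to 0.1). ALOX5AP also passed the threshold in KMS-11/Cfz without KMS-34/Cfz replicate 1 or 3 (adjusted p = 0.0037 to 0.012). LRRN1, MAN2B1 and GAA, which rose in KMS-11/Cfz, fell past it in KMS-34/Cfz under some settings. LRRN1 did so without KMS-34/Cfz replicate 3 (-0.47, adjusted p = 0.026) and with cyclic loess or array weights (adjusted p = 0.0027 to 0.031). MAN2B1 did so without KMS-34/Cfz replicate 3 (-0.36, adjusted p = 0.022) and GAA without KMS-34 replicate 2 (-0.29, adjusted p = 0.014). With array weights both did so, while RBM11 and PSMC2 rose past it there. Among the genes that changed the same way, cyclic loess brought GBP3 in KMS-34/Cfz to 0.025 (adjusted p = 0.96). The call for GBP3 there also ended with the line fitted alone (adjusted p = 0.09). It ended, too, without KMS-34/Cfz replicate 2 or 3 or KMS-34 replicate 1 or 3 (adjusted p = 0.061 to 0.12). The call for SLC7A7 in KMS-11/Cfz ended without any 1 of the 6 arrays of KMS-11 and KMS-11/Cfz (adjusted p = 0.062 to 0.11). That for H2BC21 in KMS-34/Cfz ended with cyclic loess (-0.31, adjusted p = 0.12).

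The same difference between the lines was tested for each of the 25 gene lists with camera, and 12 passed the threshold at the preset correlation, while 0 did with an estimated correlation (lowest adjusted p = 0.16). Medians were higher in KMS-34/Cfz for the immunoproteasome (0.28, adjusted p = 0.0088), autophagy (0.05, adjusted p = 0.022), the unfolded protein response (0.15, adjusted p = 1.2e-05), ATF4 targets (0.37, adjusted p = 1.5e-09), hypoxia targets (0.14, adjusted p = 0.0073), interferon-stimulated genes (0.14, adjusted p = 0.0017) and the replication-dependent histones (0.32, adjusted p = 1.2e-04). Lower medians in KMS-34/Cfz were found for the proteasome (-0.16, adjusted p = 1.2e-04), the lysosome (-0.12, adjusted p = 0.0012), NRF2 targets (-0.17, adjusted p = 9.0e-05), erythroid genes (-0.31, adjusted p = 0.0073) and the genes of Table 1 (-0.23, adjusted p = 0.0088).

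Gene lists that the paper does not discuss also moved. Chaperones and export factors of the endoplasmic reticulum, the targets of the unfolded protein response, had medians of -0.32 in KMS-11/Cfz (adjusted p = 5.1e-26 from camera, adjusted p = 0.013 with an estimated correlation), where 0 rose and 16 fell (0 and 25 when adjusted over the list alone), and -0.11 in KMS-34/Cfz (adjusted p = 0.0062, adjusted p = 0.51 with an estimated correlation), where 1 rose and 7 fell (1 and 8 when adjusted over the list alone). ERO1A, an oxidase for disulfide bonds, changed by -0.50 (adjusted p = 3.2e-04) in KMS-11/Cfz, and the chaperone partners SDF2L1 and MANF by -0.49 (adjusted p = 0.0039) and -0.45 (adjusted p = 8.0e-04) in KMS-34/Cfz. In KMS-34/Cfz the call of this list ended without KMS-34/Cfz replicate 1 or KMS-34 replicate 2 (adjusted p = 0.067 to 0.075) and with array weights (adjusted p = 0.069). Targets of ATF4, which serve amino acid supply under stress, went opposite ways, with medians of -0.13 in KMS-11/Cfz (adjusted p = 2.0e-07, adjusted p = 0.12 with an estimated correlation), where 0 rose and 6 fell (1 and 11 when adjusted over the list alone), and 0.11 in KMS-34/Cfz (adjusted p = 2.6e-04, adjusted p = 0.31 with an estimated correlation), where 8 rose and 0 fell (9 and 0 when adjusted over the list alone). DDIT4, an inhibitor of mTOR, and PHGDH, which opens serine synthesis, had values of -0.73 and -0.70 in KMS-11/Cfz, and SESN2, a leucine sensor, and VLDLR, a lipoprotein receptor, 0.58 and 0.75 in KMS-34/Cfz. Under cyclic loess scaling the median of the ATF4 list in KMS-11/Cfz turned to 0.02 (adjusted p = 0.53), DDIT4 in KMS-11/Cfz to 0.31 and PHGDH in KMS-11/Cfz to 1.35, and the call for VLDLR in KMS-34/Cfz ended (adjusted p = 0.53). The method reads centred values, whose average is no expression level, so these turns cannot be told apart from an effect of the centring. In KMS-11/Cfz VLDLR fell past the threshold, at -0.52, without KMS-34/Cfz replicate 1 or KMS-34 replicate 2 or 3 (adjusted p = 0.024 to 0.046). It also did so with aligned array medians, array weights or the line fitted alone (adjusted p = 0.0095 to 0.0497).

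Hypoxia targets had medians of -0.35 in KMS-11/Cfz (adjusted p = 1.7e-12 from camera, adjusted p = 0.057 with an estimated correlation), where 0 rose and 6 fell (1 and 13 when adjusted over the list alone), and -0.14 in KMS-34/Cfz (adjusted p = 0.016, adjusted p = 0.55 with an estimated correlation), where 1 rose and 4 fell (1 and 8 when adjusted over the list alone). PDK1, which keeps pyruvate out of mitochondria, changed by -0.44 (adjusted p = 0.0031) and -0.28 (adjusted p = 0.021), and the repressor BHLHE40 by -0.59 (adjusted p = 0.023) and -0.51 (adjusted p = 0.023), in KMS-11/Cfz and KMS-34/Cfz in that order, and the call of the list in KMS-34/Cfz ended without KMS-34/Cfz replicate 1 (adjusted p = 0.054) and did not pass with fry (adjusted p = 0.099). The call for BHLHE40 ended in KMS-11/Cfz without KMS-11/Cfz replicate 1 or any KMS-11 array (adjusted p = 0.053 to 0.11) and in KMS-34/Cfz without KMS-34/Cfz replicate 1 or 2 or KMS-34 replicate 2 or 3 (adjusted p = 0.063 to 0.091), and that for PDK1 in KMS-34/Cfz without KMS-34/Cfz replicate 2 or 3 or KMS-34 replicate 2 (adjusted p = 0.051 to 0.068) or with the line fitted alone (adjusted p = 0.081). Largest-variance probe sets ended the call for BHLHE40 in KMS-11/Cfz (adjusted p = 0.12), and leaving out KMS-34/Cfz replicate 1, KMS-34 replicate 1 and KMS-11 replicate 3 together ended those for PDK1 and HBB in KMS-34/Cfz (adjusted p = 0.062 and 0.056). Replication-dependent histone genes, which package new DNA, had medians of -0.77 in KMS-11/Cfz (adjusted p = 3.8e-24, adjusted p = 0.013 with an estimated correlation), where 0 rose and 10 fell (0 and 12 when adjusted over the list alone), and -0.36 in KMS-34/Cfz (adjusted p = 2.6e-06, adjusted p = 0.19 with an estimated correlation), where 0 rose and 7 fell (0 and 9 when adjusted over the list alone). H2BC21 and H2BC4 had values of -0.94 and -0.91 in KMS-11/Cfz and H2BC5 of -0.43 in KMS-34/Cfz. Targets of NRF2, the regulator of the oxidative stress response, had a median of 0.14 in KMS-11/Cfz (adjusted p = 2.7e-11, adjusted p = 0.013 with an estimated correlation), where 8 rose and 0 fell (12 and 1 when adjusted over the list alone), while in KMS-34/Cfz 3 rose and 1 fell (3 and 1 when adjusted over the list alone), with a median of -0.01, a mean of 0.01 and an upward camera direction (adjusted p = 0.85). TALDO1, an enzyme of the pentose phosphate pathway, rose by 0.66 (adjusted p = 2.7e-05) in KMS-11/Cfz, and EPHX1, an epoxide hydrolase, changed by -0.81 (adjusted p = 1.6e-04) in KMS-34/Cfz. Of 7 erythroid genes, 4 were analysed here, with a median of -0.22 in KMS-34/Cfz (adjusted p = 0.008, adjusted p = 0.11 with an estimated correlation), where 0 rose and 2 fell (0 and 2 when adjusted over the list alone), and of 0.08 in KMS-11/Cfz, with a mean of -0.04 and a downward camera direction (adjusted p = 0.89). The globin gene HBB changed by -0.29 (adjusted p = 0.014) in KMS-34/Cfz, and its call ended without KMS-34 replicate 1 (adjusted p = 0.063) and with the line fitted alone (adjusted p = 0.1).

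Other splits of the same arrays into groups of the same sizes gave fewer changed probe sets. Over 100 splits within the lines, chance can be excluded for the 2643 probe sets changed over both lines (1 split as large, the real one, and at most 750 in the others) and for the 2074 whose change differed between the lines (1 split, at most 650 in the others). For the 152 changed the same way in both, the others gave at most 4. This cannot test the sharing by itself, since the other splits also left fewer changed probe sets that could be shared (at most 750 over both lines, against 2643). Independent lists of the real sizes would share 15.4 rises and 17.7 falls, against 59 and 93. In opposite directions they would share 12.6 and 21.6, against 40 and 66, so the excess is not specific to changes in the same direction. Within 1 line, 3 arrays against 3 make 10 splits, too few for a share under 0.05: the real count was 955 against at most 1 in KMS-11/Cfz and 3849 against at most 308 in KMS-34/Cfz, with 1 split as large, the real one, in each.

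KMS-34/Cfz replicate 1 lay farther from its group than any other array, with an SD of its deviations of 0.185 against 0.083 to 0.140 in the other 11. Admixture of parental KMS-34 cells or RNA would pull all changes toward 0 alike, yet over 57 genes the array showed a median share of 0.886 of the change of replicates 2 and 3, above the bound of 0.8 set for it, with rises at 0.815 and falls at 1.04. A parental sample under a wrong label is argued against by the lower bound of that share, 0.851. A technical component shared with arrays of other groups stays open, since the deviations correlated at up to 0.468 with those of an array of the other line, and it cannot be told apart from a difference between cultures. No biological explanation was tested.

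Neighbouring genes moved together in KMS-34/Cfz, where 548 of 19137 windows of 25 genes lay past the threshold of shuffled gene orders (205 higher and 343 lower), so a chance order of changed genes is argued against, as it is in KMS-11/Cfz with 83 windows (15 with cyclic loess scaling). Without KMS-34/Cfz replicate 1, 390 windows lay past it, 254 higher and 136 lower, so the balance between them depends on that array. The strongest block runs from S100A6 to ETV3 on chromosome 1, where 99 of 112 genes were lower, with a median log2 fold change of -0.21. KMS-34/Cfz replicate 1 alone is argued against, as 45 of the 88 windows of the block stayed past the threshold without it, and so is array scaling, as 77 stayed under the less favourable of aligned array medians and cyclic loess. A gain or loss of chromosome segments in the selected cells is a candidate explanation that stays open and was not tested, since no DNA was measured.

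ABCB1 rose in KMS-34/Cfz. Cross-hybridisation of a single probe set is argued against, as 2 probe sets of the gene rose. A gain of the segment around ABCB1 stays open, since the median log2 fold change of its 20 nearest genes, 0.24, lay at percentile 99.9 of all such medians (percentile 95 lies at 0.08), and a gain cannot be told apart from regional activation without DNA data. Selection in carfilzomib, the condition the design names, stays open as well, whichever of these carried the rise.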

How the results depend on the processing

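The setting with the largest-variance probe set, the joint omission of 3 arrays and the neighbouring-gene windows under other scalings were chosen only after the results were seen, and the windows without KMS-34/Cfz replicate 1 were added later but before their values were seen.

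Changed probe sets numbered 955 in KMS-11/Cfz and 3849 in KMS-34/Cfz. Array weights raised these to 2905 and 9533, the probe sets changed the same way in both lines from 152 to 605, those over both lines from 2643 to 6759 and those that differed between the lines from 2074 to 6525; the weights did not converge, and KMS-34/Cfz replicate 2 took a weight of 9.06. A fit of each line alone gave 1666 in KMS-11/Cfz, 1293 in KMS-34/Cfz and 112 in both. The median SD over probe sets was 0.092 in KMS-11 and 0.076 in KMS-11/Cfz, against 0.117 in KMS-34 and 0.137 in KMS-34/Cfz. The joint fit takes a common spread for all groups, which eases calls in KMS-34/Cfz and hinders them in KMS-11/Cfz. How much of the change in counts this accounts for was not tested. The counts of the joint fit therefore do not show which derivative changed more. An adjusted p under 0.01 gave 439, 1747, 49, 1145 and 775, in the order of the counts given for array weights, by construction of the threshold. Without a cell line term, 3 probe sets changed over both lines, since the difference between the lines then enters the spread. With aligned array medians, cyclic loess, a variance trend and the replicate block the counts stayed within 1.5 times, though cyclic loess gave 673 rises among 1059 changed probe sets in KMS-11/Cfz where 398 of 955 rose, 1813 rises among 3824 in KMS-34/Cfz where 2114 of 3849 rose, and 964 higher among 2543 for the difference between the lines where 1236 of 2074 were higher; the cause was not tested. The replicate numbers were not taken as pairs, as the deviations of equally numbered arrays of a line correlated at -0.02 to 0.12 in KMS-11, though at 0.07 to 0.52 in KMS-34, and with the number as a block 993 and 4000 probe sets changed. Joint omission of KMS-34/Cfz replicate 1, KMS-34 replicate 1 and KMS-11 replicate 3 gave 1047 and 3718.

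Leaving out each array in turn, the counts ranged from 471 to 1447 in KMS-11/Cfz, 2408 to 5082 in KMS-34/Cfz, 72 to 254 in both lines, 1636 to 3577 over both and 1184 to 3179 for the difference between the lines. The highest came without KMS-34/Cfz replicate 1 in each case. The lowest came without KMS-11/Cfz replicate 3 in KMS-11/Cfz and over both lines, without KMS-34/Cfz replicate 2 in KMS-34/Cfz, and without KMS-11/Cfz replicate 1 in the remaining cases. Besides these, counts moved by over 1.5 times in KMS-11/Cfz and in both lines without any of the 6 arrays of KMS-11 and KMS-11/Cfz (471 to 574 and 72 to 93), and in both lines without KMS-34/Cfz replicate 2 (97). Over both they did so without KMS-11/Cfz replicate 1 (1658). The difference between the lines did so without KMS-11/Cfz replicate 2 or 3 (1299 and 1199), KMS-34/Cfz replicate 2 (1364) or KMS-11 replicate 1 or 2 (1339 and 1289), and without KMS-11 replicate 3 its lower probe sets numbered 514 where 838 had been lower. In KMS-34/Cfz, falls outnumbered rises without KMS-34/Cfz replicate 3 (1835 against 1389) or KMS-34 replicate 1 (1514 against 1409), and in both lines rises outnumbered falls without KMS-34/Cfz replicate 1 (131 against 123).

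Over both lines, the proteasome, cholesterol biosynthesis, autophagy, plasma cell and glycolysis lists passed the threshold of camera under every scaling and without any single array, and the B cell list under none of them. With an estimated correlation, which makes the test stricter, all 5 calls ended: the proteasome at a median of 0.13 (adjusted p = 0.2), cholesterol biosynthesis at -0.17 (adjusted p = 0.095), autophagy at 0.058 (adjusted p = 0.24), the plasma cell list at -0.066 (adjusted p = 0.056) and glycolysis at -0.057 (adjusted p = 0.21). In the GSEA, ranking by the moderated t brought the plasma cell list to -2.10 (adjusted p = 7.8e-04) and glycolysis to -1.66 (adjusted p = 0.029), both past the threshold; the cause was not tested. Leaving out each array moved these scores from -1.78 to -1.14 and from -1.76 to -1.18, with 6 and 2 of the 12 omissions past the threshold: any KMS-34/Cfz or KMS-11 array for the plasma cell list (adjusted p = 0.012 to 0.039) and KMS-34/Cfz replicate 2 or 3 for glycolysis (adjusted p = 0.017 to 0.029). All 6 omissions for the plasma cell list shift the ranking the same way, toward KMS-11 over KMS-34, as it has no cell line term. Omissions therefore cannot show whether these scores rest on single arrays.

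Windows of 15 and 51 genes changed the number past the threshold from 83 to 10 and 336 in KMS-11/Cfz and from 548 to 161 and 1227 in KMS-34/Cfz, and cyclic loess changed it to 15 in KMS-11/Cfz; the cause was not tested. Without KMS-34/Cfz replicate 1, 390 windows lay past it in KMS-34/Cfz, and 254 of them were higher where 205 of 548 had been. The correlation of the arrays with qRT-PCR kept its sign and its side of the threshold under each alternative, with r from 0.70 under cyclic loess in KMS-11/Cfz, and from 0.88 to 0.91 in KMS-34/Cfz.

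Cyclic loess scaling turned the sign of PMEPA1 in KMS-11/Cfz (0.12), DDIT4 in KMS-11/Cfz (0.31), PHGDH in KMS-11/Cfz (1.35), IFIT3 in KMS-34/Cfz (-0.045) and HOXB7 in KMS-34/Cfz (-0.050); the cause was not tested, and the method reads centred values, whose average is no expression level. Of 318 values of named genes in a line, 217 kept their direction and their side of the threshold under every alternative set beforehand, 68 fell short of the threshold under at least 1, 31 came past it under at least 1 and 5 changed sign under at least 1. Median log2 fold changes over all genes lay between -0.0104 and 0.0089 under the scalings tried. The filter on dim probe sets was not run, and how far signals lie above background is unknown for these centred values.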

Differences from the paper's values

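The paper's Table 1 gives qRT-PCR fold changes and the values here are array fold changes, both over parental cells, so each pair comes from different assays. Of 30 values, 6 differ by more than 1.5 times and more than the replicate SD. For CCND1 in KMS-11/Cfz the paper's value is 0.06 and the array value 0.718. For CYP1A1 the paper's values are 3.02 in KMS-11/Cfz and 2.77 in KMS-34/Cfz, against 1.11 and 0.871. For ID1 in KMS-11/Cfz the paper's value is 3.61, against 1.58, and for TLR4 in KMS-34/Cfz it is 3.56, against 1.598. For SLAMF7 in KMS-11/Cfz the paper's value is 0.12, against 0.510. KLF4 in KMS-11/Cfz stands at about 2.7 in Fig. 2A, read by eye, against 1.47, and SQSTM1 in KMS-34/Cfz at about 2.6 in Fig. 6A, read by eye, against 1.10. All 18 alternatives set before the data were examined leave each of these 8 differences in place. Those that only change the spread or leave out arrays of the other line cannot move a fold change, so they do not test these differences. All 18 also keep the average over the probe sets of a gene, so the effect of that choice on the differences was not tested by them.

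At the threshold that the paper's text states for KMS-11/Cfz, a fold change of at least 1.4, 687 probe sets passed, against the paper's 887; at the lower limit in the heading of Table S1, 886 passed, and 569 passed at 1.4 with an adjusted p under 0.05 as well. For KMS-34/Cfz, 888 probe sets passed at 1.5, the number the paper gives. The paper names PSMB5 as the top gene of the proteasome set, and in the list used here it stood next after PSMC4, at places 41 and 40 of all genes. It describes LDHA as lower in the resistant derivatives, and the log2 fold changes here were -0.17 (adjusted p = 0.13) in KMS-11/Cfz and 0.02 (adjusted p = 0.93) in KMS-34/Cfz; with array weights the change in KMS-11/Cfz passed the threshold (adjusted p = 0.025), and no alternative brought KMS-34/Cfz past it. It names MVK and PAM among the lower genes; MVK fell here in KMS-34/Cfz (at -0.24 (adjusted p = 0.018), short of the threshold without KMS-34/Cfz replicate 2 or KMS-34 replicate 2 or 3, adjusted p = 0.057 to 0.068) and stood at -0.06 (adjusted p = 0.81) in KMS-11/Cfz, where no alternative brought it past the threshold, and PAM stood at -0.23 (adjusted p = 0.088) in KMS-11/Cfz, past the threshold without KMS-34 replicate 2 (adjusted p = 0.047) and with array weights or a fit of the line alone (adjusted p = 0.016 to 0.041). It places LAMP3 and ISG15 in the leading edge of a gene set enriched in both derivatives together, and LAMP3 rose here in KMS-34/Cfz (0.55) and stood at 0.05 (adjusted p = 0.88) in KMS-11/Cfz, where no alternative brought it past the threshold, while ISG15 in KMS-11/Cfz stood at 0.33 (adjusted p = 0.13), past the threshold without KMS-34/Cfz replicate 1 (adjusted p = 0.018), with array weights or a fit of the line alone (adjusted p = 0.0055 to 0.0088) and, in a setting chosen after the results were seen, without KMS-34/Cfz replicate 1, KMS-34 replicate 1 and KMS-11 replicate 3 together (adjusted p = 0.019). SQSTM1 did not pass the threshold in KMS-34/Cfz under any alternative, and it rose in KMS-11/Cfz (0.40). These are tests within 1 line, while the paper draws MVK, PAM, LAMP3, ISG15 and SQSTM1 from a GSEA over both derivatives together. In the mean of the contrasts over both lines, all 5 lipid genes analysed here fell, MVK and PAM among them. All 5 autophagy genes of the text rose there, LAMP3, ISG15 and SQSTM1 among them. For these genes the difference from the paper thus concerns single lines only.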

Other observations

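Proliferation, the heat shock response and markers of T and NK cells, monocytes and stromal cells showed no shift of the whole list at the threshold of camera in either line. Of 29 proliferation genes, 0 rose and 1 fell in KMS-11/Cfz (median -0.02, adjusted p = 0.86) and 3 rose and 1 fell in KMS-34/Cfz (median 0.05, adjusted p = 0.082), with SKP2, which degrades cell cycle inhibitors, at -0.37 (adjusted p = 0.016) in KMS-11/Cfz and MCM7, a helicase of replication, at 0.36 (adjusted p = 0.0018) in KMS-34/Cfz. Without KMS-34/Cfz replicate 1 or KMS-34 replicate 2, the proliferation list passed the threshold in KMS-34/Cfz (adjusted p = 0.0049 to 0.011), as it did with array weights (adjusted p = 0.015) and without KMS-34/Cfz replicate 1, KMS-34 replicate 1 and KMS-11 replicate 3 together (adjusted p = 0.035), which ended the call for HSPH1 in KMS-34/Cfz (adjusted p = 0.065). The call for SKP2 in KMS-11/Cfz ended without any 1 of the KMS-11/Cfz arrays or KMS-11 replicate 2 or 3 (adjusted p = 0.052 to 0.083) and with cyclic loess scaling (-0.13, adjusted p = 0.57). Of 10 heat shock genes analysed here, 1 rose and 0 fell in KMS-11/Cfz (median -0.01, adjusted p = 0.89) and 1 rose and 0 fell in KMS-34/Cfz (median 0.03, adjusted p = 0.86), where the mean had the other sign in both lines (0.00085 and -0.0018); the small chaperone HSPB1 stood at 0.37 (adjusted p = 0.0048) in KMS-11/Cfz and HSPH1, a partner of HSP70, at 0.29 (adjusted p = 0.02) in KMS-34/Cfz, whose call ended without KMS-34/Cfz replicate 2 or KMS-34 replicate 1 or 3 (adjusted p = 0.081 to 0.095) and with the line fitted alone (adjusted p = 0.14). Of 10 T and NK cell markers, 0 rose and 0 fell in KMS-11/Cfz (median 0.03, adjusted p = 0.87) and 0 rose and 0 fell in KMS-34/Cfz (median -0.02, adjusted p = 0.83). Of 9 monocyte markers analysed here, 0 rose and 0 fell in KMS-11/Cfz (median 0.04, adjusted p = 0.67) and 0 rose and 1 fell in KMS-34/Cfz (median -0.02, adjusted p = 0.58), where CD14, a receptor for lipopolysaccharide, changed by -0.32 (adjusted p = 0.031), a call that ended without KMS-34/Cfz replicate 1 or 2 or KMS-34 replicate 2 or 3 (adjusted p = 0.051 to 0.13) and with cyclic loess, the line fitted alone or the largest-variance probe set (adjusted p = 0.092, 0.16 and 0.0504). Of 8 stromal markers, 0 rose and 0 fell in KMS-11/Cfz (median 0.03, adjusted p = 0.46) and 0 rose and 0 fell in KMS-34/Cfz (median -0.04, adjusted p = 0.86). The monocyte list scored -0.78 in the GSEA over both lines (adjusted p = 0.78). Without KMS-34/Cfz replicate 1 this score passed the threshold (-1.62, adjusted p = 0.028), though the omission also brings the difference between the lines into the ranking.

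In the GSEA over both lines, lists not scored elsewhere in the text stood at -2.37 for the unfolded protein response (adjusted p = 8.0e-04), -2.07 for hypoxia targets (adjusted p = 8.0e-04), -1.74 for the replication-dependent histones (adjusted p = 0.016), 1.72 for NRF2 targets (adjusted p = 0.0086) and -0.45 for ATF4 targets (adjusted p = 0.998). Camera with an estimated correlation gave an adjusted p = 0.035, 0.092, 0.023, 0.04 and 0.96 for these lists in that order. The hypoxia targets thus fell short of the threshold with it. The GSEA call of the NRF2 list ended without any 1 of the KMS-11/Cfz arrays (adjusted p = 0.064 to 0.15) and that of the histone list without KMS-34/Cfz replicate 1 or any 1 of the KMS-11 arrays (adjusted p = 0.071 to 0.14). As these omissions also bring the difference between the lines into the ranking, they cannot show whether the calls rest on single arrays. The next largest blocks of neighbouring genes in KMS-34/Cfz were higher, from LINC02126 to ZNF19 on chromosome 16 (61 windows, median 0.17) and from MOGAT3 to CAPZA2 on chromosome 7 (47 windows, median 0.18), and then lower, from PDE4DIP to RPTN on chromosome 1 (38 windows, median -0.18), and whole chromosomes stood apart by little, with medians of -0.07 on chromosome 10, -0.06 on chromosome 3 and 0.07 on chromosome 7. In KMS-11/Cfz most of the windows past the threshold lay on chromosome 15, where the median of all genes was -0.08. NSD2 and FGFR3, which the t(4;14) translocation dysregulates, had log2 fold changes of -0.19 (adjusted p = 0.18) and -0.07 (adjusted p = 0.8) in KMS-11/Cfz and -0.28 (adjusted p = 0.015) and -0.14 (adjusted p = 0.26) in KMS-34/Cfz. The call for NSD2 in KMS-34/Cfz ended without KMS-34 replicate 2 (adjusted p = 0.052) and with the line fitted alone (adjusted p = 0.12), while NSD2 in KMS-11/Cfz passed the threshold with array weights (adjusted p = 0.024) and FGFR3 in KMS-34/Cfz with cyclic loess (adjusted p = 0.013).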
